# CXXC-finger protein 1 associates with FOXP3 to stabilize homeostasis and suppressive functions of regulatory T cells

**DOI:** 10.7554/eLife.103417

**Published:** 2025-04-04

**Authors:** Xiaoyu Meng, Yezhang Zhu, Kuai Liu, Yuxi Wang, Xiaoqian Liu, Chenxin Liu, Yan Zeng, Shuai Wang, Xianzhi Gao, Xin Shen, Jing Chen, Sijue Tao, Qianying Xu, Linjia Dong, Li Shen, Lie Wang

**Keywords:** CXXC1, FOXP3, H3K4me3 broad domain, epigenetic regulation, T_reg_ cell homeostasis, Mouse

## Abstract

FOXP3-expressing regulatory T (T_reg_) cells play a pivotal role in maintaining immune homeostasis and tolerance, with their activation being crucial for preventing various inflammatory responses. However, the mechanisms governing the epigenetic program in T_reg_ cells during their dynamic activation remain unclear. In this study, we demonstrate that CXXC-finger protein 1 (CXXC1) interacts with the transcription factor FOXP3 and facilitates the regulation of target genes by modulating H3K4me3 deposition. *Cxxc1* deletion in T_reg_ cells leads to severe inflammatory disease and spontaneous T cell activation, with impaired immunosuppressive function. As a transcriptional regulator, CXXC1 promotes the expression of key T_reg_ functional markers under steady-state conditions, which are essential for the maintenance of T_reg_ cell homeostasis and their suppressive functions. Epigenetically, CXXC1 binds to the genomic regulatory regions of T_reg_ program genes in mouse T_reg_ cells, overlapping with FOXP3-binding sites. Given its critical role in T_reg_ cell homeostasis, CXXC1 presents itself as a promising therapeutic target for autoimmune diseases.

## Introduction

Regulatory T (T_reg_) cells are a distinct subset of CD4^+^ T cells that play a critical role in maintaining immune homeostasis and self-tolerance by suppressing excessive or aberrant immune responses to foreign or self-antigens (Josefowicz et al., 2012; Sakaguchi et al., 2008; Singer et al., 2014). These cells can be further categorized into thymus-derived regulatory T cells (tT_reg_ cells), periphery-derived T_reg_ cells (pT_reg_ cells), and induced T_reg_ cells (iT_reg_ cells) (Ohkura and Sakaguchi, 2020). They uniquely express the transcription factor FOXP3, a member of the forkhead winged-helix family, which is essential for T_reg_ cell lineage commitment and suppressive function (Littman and Rudensky, 2010; Sakaguchi et al., 2013). Deletion or mutation of the *Foxp3* gene leads to a range of immunological disorders, including allergies, immunopathology, and autoimmune diseases in both mice and humans (Fontenot et al., 2003; Van Gool et al., 2019).

It is well established that FOXP3 recruits various cofactors to form complexes that either promote or repress the expression of downstream genes, with histone and DNA modifications playing pivotal roles in this process. FOXP3 can activate or repress the transcription of key regulators of T_reg_ cell activation and function by recruiting the histone acetyltransferases or histone deacetylases (Katoh et al., 2011; Wang et al., 2015). Notably, FOXP3-bound sites exhibit enrichment of H3K27me3, a modification essential for FOXP3-mediated repressive chromatin remodeling under inflammatory conditions (Arvey et al., 2014). However, the direct role of FOXP3 as a transcriptional activator through interactions with epigenetic regulators, particularly via modulation of H3K4 trimethylation, remains poorly documented.

In mammals, six proteins have been identified that catalyze H3K4 methylation. These proteins contain the SET domain and include MLL1 (KMT2A), MLL2 (KMT2B), MLL3 (KMT2C), MLL4 (KMT2D), SETD1A, and SETD1B (Ruthenburg et al., 2007; Takahashi et al., 2011). For example, MLL1 plays a critical role as an epigenetic regulator in T_reg_ cell activation and functional specialization (Wang et al., 2024). Additionally, Placek et al*.* demonstrated that MLL4 is essential for T_reg_ cell development by catalyzing H3K4me1 at distant unbound enhancers through chromatin looping (Placek et al., 2017). H3K4me3, which is enriched at the transcription start site (TSS) and the CpG island (CGI), converts chromatin into active euchromatin by recruiting activating factors (Yang et al., 2021). CXXC-finger protein 1 (CXXC1, also known as CFP1), which contains a SET1 interaction domain (SID), is required for binding to the histone H3K4 methyltransferases SETD1A and SETD1B (Tate et al., 2010). Previous studies have demonstrated that CXXC1 plays a crucial role in regulating promoter patterns during T cell maturation, mediating GM-CSF-derived macrophage phagocytosis, directing TH17 cell differentiation, and modulating the function of ILC3 cells during aging by regulating H3K4me3 modifications (Cao et al., 2016; Hui et al., 2018; Lin et al., 2019; Shen et al., 2023). Despite the well-documented role of CXXC1 in various immune effector cells, its role in T_reg_ cells remains unclear.

Here, we demonstrate that CXXC1 interacts with FOXP3 and enhances the expression of FOXP3 target genes. T_reg_ cell-specific deletion of *Cxxc1* triggers systemic autoimmunity, accompanied by multiorgan inflammation, ultimately resulting in early-onset fatal inflammatory disease in mice. *Cxxc1-*deficient T_reg_ cells exhibit a disadvantage in proliferation and homeostasis, even in non-inflammatory mice where coexisting wild-type (WT) T_reg_ cells were present. Moreover, *Cxxc1*-deficient T_reg_ cells display intrinsic defects in the expression of key suppression molecules, including CTLA-4, CD25, ICOS, and GITR. Mechanistic investigations further indicate that CXXC1 serves as an essential cofactor for FOXP3 by maintaining H3K4me3 modifications at critical genes involved in T_reg_ cell function.

## Results

### FOXP3 binds regulatory loci primed for activation and repression in T_reg_ cells

FOXP3-mediated gene expression is well recognized, with several studies highlighting its dual role as both a transcriptional activator and repressor (Fu et al., 2012; Marson et al., 2007; Ohkura et al., 2012; Ono et al., 2007; Zheng et al., 2007). However, the mechanisms by which FOXP3 regulates T_reg_-specific gene transcription via epigenetic modifications remain incompletely understood. To investigate these mechanisms, we employed CUT&Tag to generate genome-wide H3K4me3 maps in T_reg_ cells. To complement this, we compared our data with an H3K27me3 ChIP-seq dataset from Wei et al., 2009 focusing on previously identified FOXP3-bound loci (Konopacki et al., 2019). This integrative analysis allowed us to identify FOXP3-dependent genes associated with either H3K4me3 (indicative of transcriptional activation) or H3K27me3 (indicative of repression) deposition. These findings provide insight into how FOXP3 modulates T_reg_ cell function through epigenetic modifications.

As expected, H3K4me3 was enriched at gene promoters (Figure 1—figure supplement 1A, B). A Venn diagram revealed overlap between FOXP3-binding sites and H3K4me3 peaks, with minimal overlap with H3K27me3 peaks (Figure 1A, B). The overlapping regions between FOXP3-binding sites and H3K4me3 or H3K27me3 peaks were predominantly located at promoters (Figure 1A, B). To elucidate FOXP3’s potential role as an epigenetic regulator, we compared H3K4me3 levels between FOXP3-positive T_reg_ cells and FOXP3-negative conventional T cells (T_conv_). Consistent with our hypothesis, H3K4me3 abundance was higher at T_reg_-specific gene loci (e.g., *Tnfrsf18*, *Ctla4*, *Il2ra*, and *Nt5e*) in T_reg_ cells compared to T_conv_ cells (Figure 1C, Figure 1—figure supplement 1C). Notably, the selection of these loci was guided by prior studies identifying genes specifically associated with T_reg_ cell function (Hill et al., 2007). This pattern of epigenetic remodeling robustly supports a model in which FOXP3 orchestrates T_reg_-specific transcriptional programs by selectively recruiting H3K4 trimethylation machinery to key regulatory gene promoters.

**Figure 1.**
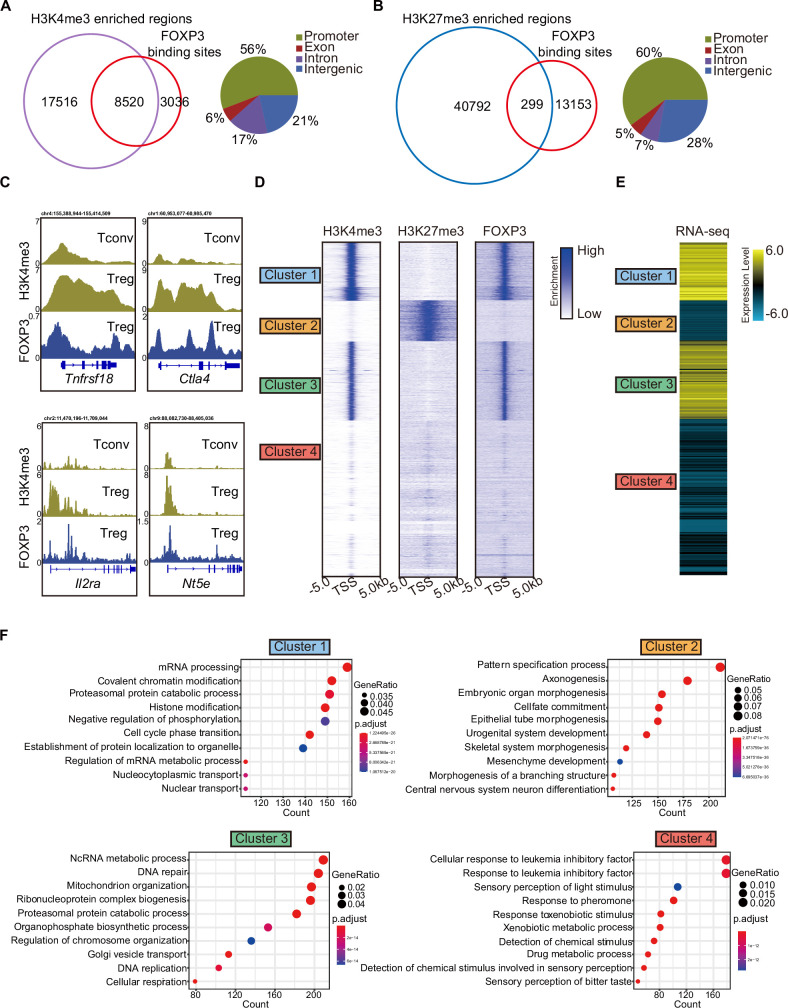
H3K4me3 is required for FOXP3-dependent gene activation in T_reg_ cells. (**A**) Venn diagram showing overlap of H3K4me3-enriched regions (this study) and FOXP3-binding sites Konopacki et al., 2019 in sorted CD4^+^YFP^+^T_reg_ cells (left). Genomic distribution of overlapped peaks (right). Note that the overlapped peaks are predominantly enriched at promoters. (**B**) Venn diagram showing overlap of H3K27me3-enriched regions (Wei et al., 2009) and FOXP3-binding sites in T_reg_ cells (left). Genomic distribution of overlapped peaks (right). Note that the overlapped peaks are predominantly enriched at promoters. (**C**) Representative genome browser view showing the enrichments of H3K4me3 and FOXP3 in T_conv_ or T_reg_ cells. (**D**) Heatmap showing enrichment of H3K27me3, H3K4me3, and FOXP3 surrounding the transcription start site (TSS). Unsupervised k-means clustering was conducted on H3K27me3 and H3K4me3 signals. (**E**) Heatmap showing gene expression levels in T_reg_ cells (RNA-sequencing [RNA-seq] data was obtained from Oh et al., 2017). The clusters were consistent as in **C**. (**F**) Gene Ontology (GO) pathway analysis of different clusters.

**Figure 1—figure supplement 1.**
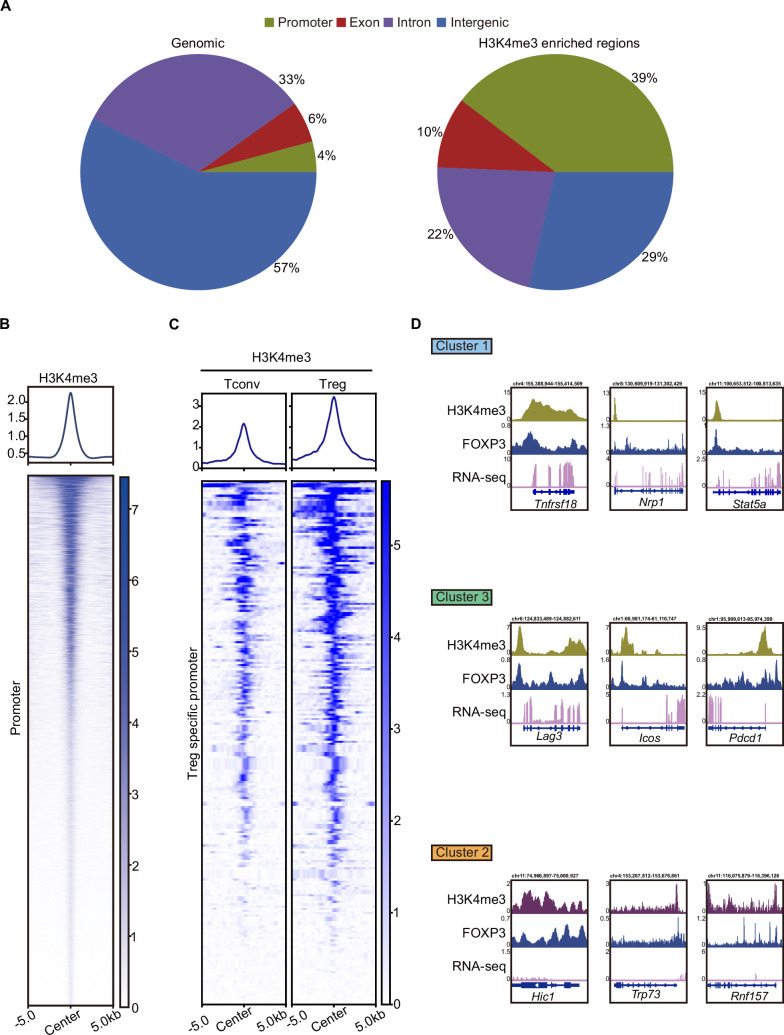
H3K4me3 is required for FOXP3-dependent gene activation in T_reg_ cells. (**A**) Genomic distribution of random and H3k4me3-enriched peaks in T_reg_ cells. (**B**) Heatmap showing enrichment of H3K4me3 surrounding the transcription start site (TSS). The top panel of the profile plots shows the average CUT&Tag signals. (**C**) Heatmap showing H3K4me3 enrichment at T_reg_-specific gene promoter in T_conv_ and T_reg_ cells. The top panel of the profile plots shows the average CUT&Tag signals. (**D**) Representative Genome Browser view showing RNA-sequencing (RNA-seq), FOXP3 binding, and H3K4me3/H3K27me3 enrichment in T_reg_ cells.

To further characterize these modifications, we clustered promoters into four groups based on the enrichment of H3K4me3 and H3K27me3. Clusters 1 and 3 showed strong enrichment of H3K4me3; Cluster 2 was enriched with H3K27me3; and Cluster 4 showed weak enrichment of both modifications. FOXP3 preferentially bound to the promoters of Clusters 1 and 3, which displayed high H3K4me3 levels (Figure 1D). Correspondingly, genes in these clusters exhibited high transcription levels, as shown by the reanalysis of previously published RNA-sequencing (RNA-seq) data (Oh et al., 2017; Figure 1E). In contrast, genes with H3K27me3 enrichment at their promoters were transcribed at low levels.

Gene Ontology (GO) analysis of these four clusters revealed distinct functional roles. Cluster 1 was enriched in genes involved in mRNA processing, covalent chromatin modification, and histone modification, while Cluster 3 was enriched in genes related to DNA repair and mitochondrion organization (Figure 1F). Cluster 2, enriched with H3K27me3, was associated with the pattern specification process, whereas Cluster 4 showed no correlation with T_reg_ cells. Notably, signature T_reg_ cell genes such as *Tnfrsf18*, *Nrp1*, *Stat5a*, *Lag3*, *Icos*, and *Pdcd1* were enriched in Clusters 1 and 3, showing strong H3K4me3 marks (Figure 1—figure supplement 1D). Conversely, genes like *Hic1*, *Trp73*, and *Rnf157*, associated with inflammatory responses, were enriched for H3K27me3 in Cluster 2 (Figure 1—figure supplement 1D). These findings collectively support the conclusion that FOXP3 contributes to transcriptional activation in T_reg_ cells by promoting H3K4me3 deposition at target loci, while also regulating gene expression directly or indirectly through other epigenetic modifications.

### CXXC1 interacts with FOXP3 and binds H3K4me3-enriched sites in T_reg_ cells

We conducted an enrichment analysis of known motifs at the overlapping peaks of FOXP3 ChIP-seq and H3K4me3 CUT&Tag in T_reg_ cells to identify epigenetic factors that directly interact with FOXP3 to mediate chromatin remodeling and transcriptional reprogramming. Motif analysis of the overlapping peaks between FOXP3-binding sites and regions enriched in H3K4me3 revealed that, in addition to transcription factors, the most abundant motif associated with H3K4me3 was the epigenetic factor CXXC1 (Figure 2—figure supplement 1A). To investigate this further, we performed CUT&Tag for endogenous CXXC1 in T_reg_ cells to examine the genome-wide co-occupancy of CXXC1 and FOXP3. Over half of these CXXC1-binding sites were located at promoter regions (Figure 2—figure supplement 1B). Additionally, CXXC1 exhibited strong binding at TSS and CGIs (Figure 2A, Figure 2—figure supplement 1C). As illustrated by the Venn diagram (Figure 2B), more than half of the FOXP3-bound genes and H3K4me3-enriched genes were also bound by CXXC1. Similarly, more than half of CXXC1 peaks were overlapped with FOXP3 peaks (Figure 2—figure supplement 1D). Furthermore, the CXXC1- and FOXP3-specific binding sites also demonstrated modest binding of FOXP3 and CXXC1, respectively (Figure 2C). These findings indicate that FOXP3 and CXXC1 share a substantial number of target genes in T_reg_ cells. To confirm this interaction, we further validated the reciprocal immunoprecipitation of both endogenous and exogenous CXXC1 and FOXP3 (Figure 2D, Figure 2—figure supplement 1E). An immunofluorescence assay revealed predominant colocalization of CXXC1 with FOXP3 in the nucleus (Figure 2E). Overall, these results suggest that CXXC1 primarily functions as a coactivator of FOXP3-driven transcription in T_reg_ cells.

**Figure 2.**
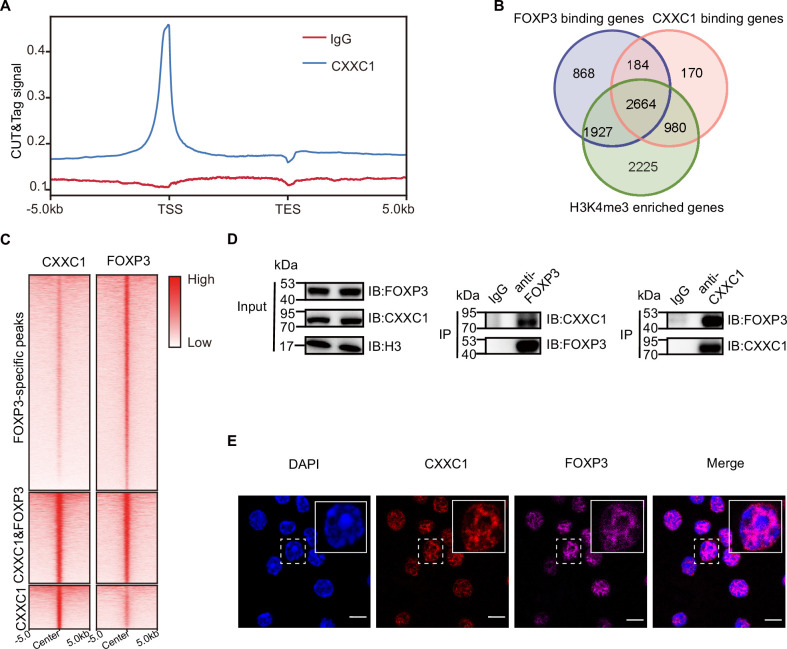
CXXC1 interacts with FOXP3 in T_reg_ cell. (**A**) Average CXXC1 CUT&Tag signals around genes in T_reg_ cells. IgG was used as the control. (**B**) Venn diagrams showing the overlap of FOXP3-binding genes, CXXC1-binding genes, and H3K4me3-enriched genes in T_reg_ cells. Genes covered by FOXP3-binding sites, CXXC1-binding sites, or exhibited high H3K4me3 levels at promoters were defined as FOXP3-bound genes, CXXC1-bound genes, or H3K4me3-enriched genes. (**C**) Heatmaps showing FOXP3 ChIP-seq and CXXC1 CUT&Tag signals at indicated regions. (**D**) Interaction between FOXP3 and CXXC1 was assessed by co-IP (forward and reverse) using T_reg_ cell lysates. (**E**) Immunofluorescence for FOXP3 and CXXC1 colocalization in T_reg_ cells. Scale bars, 2 μm. Figure 2—source data 1.File containing labeled original western blots for Figure 2. Figure 2—source data 2.Original gel image files for western blot analysis displayed in Figure 2.

**Figure 2—figure supplement 1.**
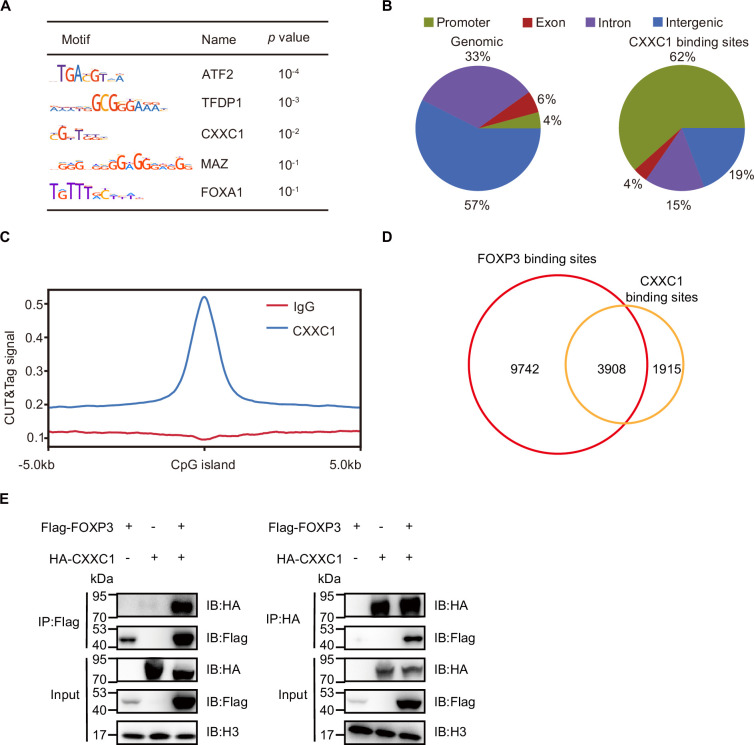
FOXP3 interacts with CXXC1. (**A**) Motif enrichment analysis of overlapped peaks in H3K4me3-enriched regions and FOXP3-binding sites. (**B**) Genomic distribution of control and CXXC1-binding sites in T_reg_ cells. (**C**) Average CXXC1 CUT&Tag signals around CpG island in T_reg_ cells. IgG was used as the control. (**D**) Venn diagrams showing the overlap of FOXP3- and CXXC1-binding sites in T_reg_ cells. (**E**) Physical interaction between CXXC1 and FOXP3 in HEK 293T cells transiently transfected with expression constructs. IP, immunoprecipitation. Figure 2—figure supplement 1—source data 1.File containing labeled original western blots for Figure 2—figure supplement 1. Figure 2—figure supplement 1—source data 2.Original gel image files for western blot analysis displayed in Figure 2—figure supplement 1.

### Complete ablation of *Cxxc1* in T_reg_ cells leads to a fatal autoimmune disease

To investigate the role of CXXC1 in T_reg_ cell homeostasis and function, we generated *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice (conditional knockout [cKO] mice) by crossing *Cxxc1*^fl/fl^ with *Foxp3*^YFP-Cre^ (Rubtsov et al., 2008) mice, thereby specifically deleting *Cxxc1* in T_reg_ cells. The effective depletion of *Cxxc1* in T_reg_ cells was confirmed through quantitative PCR (qPCR) and western blotting (Figure 3—figure supplement 1A). Notably, cKO mice appeared normal at birth but later exhibited spontaneous mortality starting around 3 weeks of age (Figure 3A). Deletion of *Cxxc1* in T_reg_ cells led to the development of severe inflammatory disease, characterized by reduced body size, stooped posture, crusting of the eyelids, ears, and tail, and skin ulceration, particularly on the head and upper back (Figure 3B, C). Additionally, cKO mice developed extensive splenomegaly and lymphadenopathy (Figure 3D). *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice exhibited elevated serum levels of anti-dsDNA autoantibodies and IgG, along with a modest increase in IgE concentration (Figure 3E, Figure 3—figure supplement 1B). Histopathological analysis revealed massive lymphocyte and myeloid cell infiltration in the skin, lungs, liver sinusoids, and colon mucosa (Figure 3F). In full agreement with the aforementioned severe autoimmune diseases, *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice had decreased percentages and numbers of CD4^+^ Foxp3^+^ T_reg_ cells in small intestine lamina propria (LPL), liver, and lung (Figure 3G, Figure 3—figure supplement 1C). Moreover, cKO mice displayed an increase in CD8^+^ T cell percentages (Figure 3—figure supplement 1D), along with a marked rise in cells exhibiting an effector/memory phenotype (CD44hi CD62Llo) (Figure 3H). Furthermore, T cells from cKO mice produced elevated levels of IFN-γ, IL-17, and IL-4 in CD4^+^ YFP^−^ T cells, as well as increased IFN-γ production in CD8^+^ T cells (Figure 3I, Figure 3—figure supplement 1E, F). These phenotypes closely resembled those observed in *Foxp3-*deficient mice (Fontenot et al., 2003) or mice with depleted T_reg_ cells (Kim et al., 2007), suggesting a deficiency in immune suppression.

**Figure 3.**
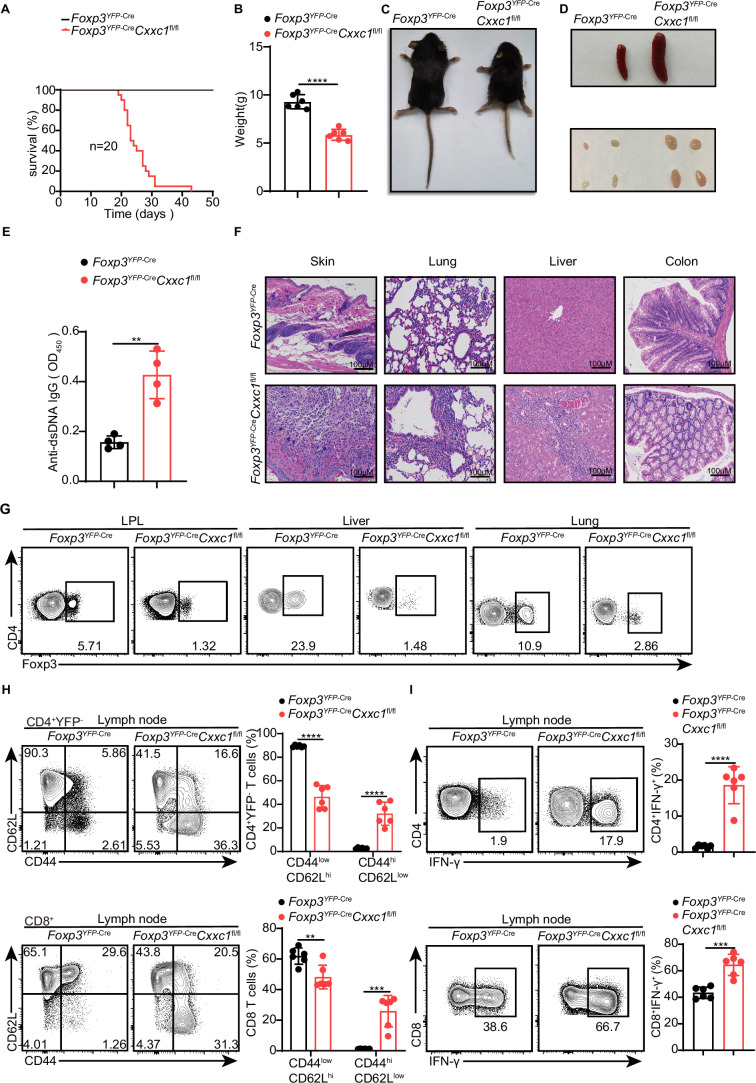
*Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice spontaneously develop a fatal early-onset inflammatory disorder. (**A**) Survival curves of *Foxp3*^YFP-Cre^ (black line) and *Foxp3*^YFP-Cre^ *Cxxc1*^fl/fl^ (red line) mice (*n* = 20). (**B**) Gross body weight of *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice (*n* = 6). (**C**) A representative image of *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice. (**D**) Representative images showing the spleen and peripheral lymph nodes from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice. (**E**) ELISA quantification of anti-dsDNA IgG in the serum of *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice (*n* = 4). (**F**) Hematoxylin and eosin staining of the skin, lung, liver, and colon from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice (scale bar, 100  μm). (**G**) Representative flow cytometry plots of CD4^+^ Foxp3^+^ T_reg_ cells isolated from the small intestinal lamina propria (LPL), liver, and lung of *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^ *Cxxc1*^fl/fl^ mice. (**H**) Flow cytometry analysis of CD62L and CD44 expression on peripheral lymph node CD4^+^YFP^−^ and CD8^+^T cells from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice (left). Right, frequency of CD44^low^CD62L^hi^ and CD44^hi^CD62L^low^ population in CD4^+^YFP^−^ or CD8^+^ T cells (*n* = 6). (**I**) Lymph node cells from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice were stimulated ex vivo with PMA + ionomycin for 4 hr and analyzed for IFN-γ expressing in CD4^+^ YFP^−^ or CD8^+^ T cells using flow cytometry (left). Right, percentages of IFN-γ^+^CD4^+^ YFP^−^ or IFN-γ^+^CD8^+^ T cells in the lymph nodes of *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice (*n* = 6). All mice analyzed were 18–20 days old unless otherwise specified. Error bars show mean ± SD. The log-rank survival curve was used for survival analysis in A, and unpaired *t*-test or multiple unpaired *t*-test were used for statistical analyses in **B, E, G– I** (**p < 0.01, ***p < 0.001, ****p < 0.0001). The flow cytometry results are representative of three independent experiments. Figure 3—source data 1.Original source data for graphs displayed in Figure 3.

**Figure 3—figure supplement 1.**
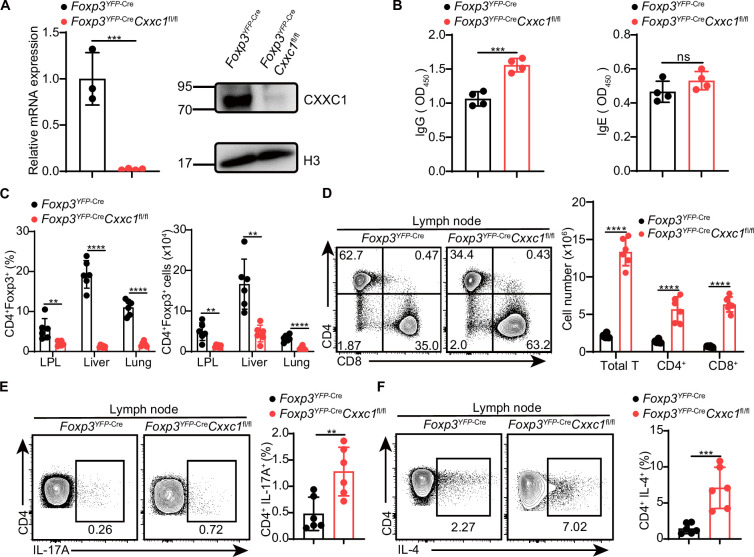
Disrupted immune homeostasis in *Foxp3^YFP-Cre^Cxxc1*^fl/fl^ mice. (**A**) Analysis of *Cxxc1* mRNA (left; *Foxp3^YFP-Cre^*, *n* = 3, *Foxp3^YFP-Cre^Cxxc1*^fl/fl^, *n* = 4) and protein (right) expression in CD4^+^YFP^+^ T_reg_ cells from *Foxp3^YFP-Cre^* and *Foxp3^YFP-Cre^Cxxc1*^fl/fl^ mice. (**B**) Quantification of serum IgG and IgE from *Foxp3^YFP-Cre^* and *Foxp3^YFP-Cre^Cxxc1*^fl/fl^ mice (*n* = 4). (**C**) Quantification of the frequencies and absolute numbers of CD4^+^ Foxp3^+^ T_reg_ cells in the small intestinal lamina propria (LPL), liver, and lung of *Foxp3*^YFP-Cre^ and *Foxp3^YFP-Cre^Cxxc1*^fl/fl^ mice (*n* = 6). (**D**) Flow cytometry analysis of CD4 and CD8 expression in peripheral lymph nodes from *Foxp3*^YFP-Cre^ and *Foxp3^YFP-Cre^Cxxc1*^fl/fl^ mice. Absolute cell counts of Total T, CD4^+^, and CD8^+^ T cell subsets are shown (*n* = 6). (**E, F**) Lymph node cells from *Foxp3*^YFP-Cre^ and *Foxp3^YFP-Cre^Cxxc1*^fl/fl^ mice were stimulated ex vivo with PMA + ionomycin for 4 hr and analyzed for IL-17A^+^ and IL-4^+^ CD4^+^YFP^−^ T cells by flow cytometry. Percentages of IL-17A^+^ and IL-4^+^ CD4^+^ T cells in lymph nodes from *Foxp3*^YFP-Cre^ and *Foxp3^YFP-Cre^Cxxc1*^fl/fl^ mice (*n* = 6). Error bars show mean ± SD. p values are determined by an unpaired *t*-test or multiple unpaired *t*-test (**A–F**) (**p < 0.01, ***p < 0.001, ****p < 0.0001). The flow cytometry and western blot results represent at least three independent experiments. Figure 3—figure supplement 1—source data 1.File containing labeled original western blots for Figure 3—figure supplement 1. Figure 3—figure supplement 1—source data 2.Original gel image files for western blot analysis displayed in Figure 3—figure supplement 1. Figure 3—figure supplement 1—source data 3.Original source data for graphs displayed in Figure 3—figure supplement 1.

### CXXC1 is necessary for the maintenance of T_reg_ cell suppressive activity

Despite the development of severe autoimmune disease, we observed an increase in both the absolute number and percentage of FOXP3^+^ T_reg_ cells in the lymph nodes (Figure 4—figure supplement 1A). The expression level of the FOXP3 protein was only slightly altered in *Cxxc1*-deficient T_reg_ cells (Figure 4—figure supplement 1B). In an in vitro suppression assay, T_reg_ cells from *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ and WT mice exhibited similar suppressive effects on naive T (Tn) cell proliferation (Figure 4—figure supplement 1C). The expression of the hallmark T_reg_ cell marker CTLA-4 showed a modest increase in *Cxxc1*-deficient T_reg_ cells compared to WT T_reg_ cells, while the expression of GITR remained unchanged (Figure 4—figure supplement 1D). To further assess the suppressive capacity of *Cxxc1*-deficient T_reg_ cells in vivo, we employed the experimental autoimmune encephalomyelitis (EAE) model. Naive CD4^+^ T cells from 2D2 mice were co-transferred with T_reg_ cells from either *Foxp3*^YFP-Cre^ or *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice into *Rag1^−/−^* recipients, and EAE was induced in these recipient mice. Mice that received only naive CD4^+^ T cells from 2D2 mice developed more severe EAE symptoms (Figure 4A). The addition of WT T_reg_ cells from *Foxp3*^YFP-Cre^ mice slightly mitigated EAE progression and reduced Th17 cells in the spinal cord (Figure 4A–D). In contrast, *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ T_reg_ cells failed to suppress EAE (Figure 4A–D), and the cKO mice showed a reduction in T_reg_ cell frequency in central nervous system (CNS) tissues (Figure 4E). Finally, we examined the role of CXXC1 in T_reg_ cell-mediated suppression using T cell transfer-induced colitis, in which naive T cells were transferred to *Rag1^−/−^* recipients either alone or together with WT or *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ T_reg_ cells. The transfer of naive T cells led to weight loss and intestinal pathology in recipient mice (Figure 4F, G). Mice receiving WT T_reg_ cells continued to gain weight (Figure 4F), whereas those that received T_reg_ cells from cKO mice were unable to prevent colitis and exhibited a reduced percentage of T_reg_ cells (Figure 4F–H). These findings underscore the critical role of CXXC1 in maintaining T_reg_ cell function in vivo.

**Figure 4.**
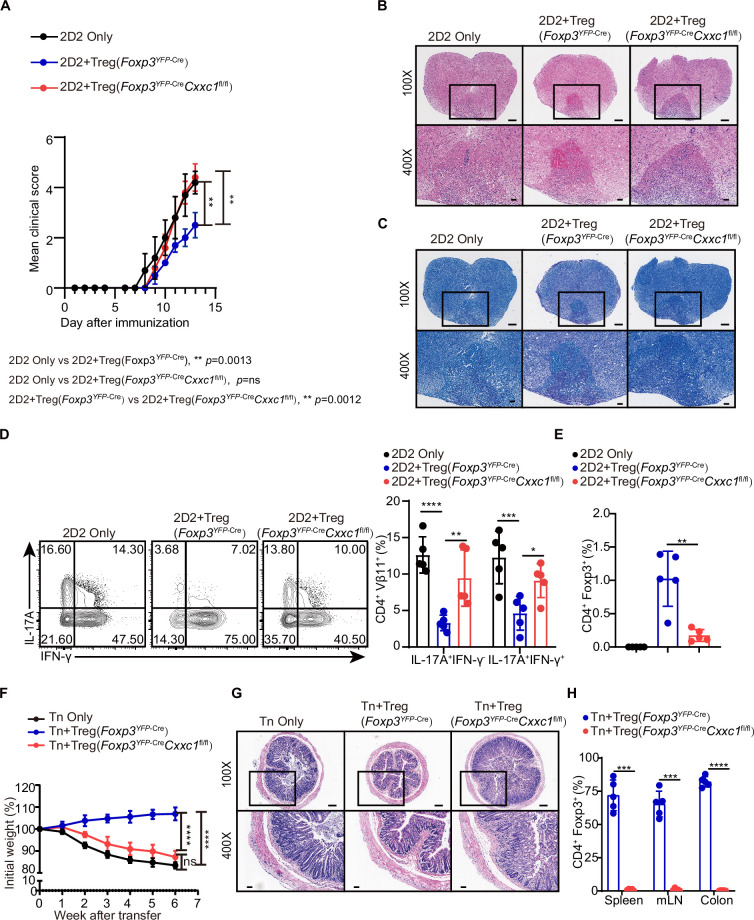
CXXC1 is essential for T_reg_ cells to suppress T cell-mediated experimental autoimmune encephalomyelitis (EAE) and colitis. (**A**) Mean clinical scores for EAE in *Rag1^−/−^* recipients of 2D2 CD4^+^ T cells, either alone or in combination with *Foxp3*^YFP-Cre^ or *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice after immunization with MOG35–55, complete Freund’s adjuvant (CFA), and pertussis toxin (*n* = 5). (**B, C**) Representative histology of the spinal cord of *Rag1^−/−^* mice after EAE induction. Hematoxylin and eosin (H&E) staining (upper), Luxol fast blue (F&B) staining (lower). Scale bars, 50 μm (×400) and 200 μm (×100). (**D**) Representative flow cytometry plots and quantification of the percentages of IFNγ^+^ or IL-17A^+^ CD4^+^Vβ11^+^ T cells (*n* = 5). (**E**) Statistical analysis of the percentage CD4^+^ FOXP3^+^ T_reg_ cell in central nervous system (CNS) tissues 14 days after EAE induction (*n* = 5). (**F**) Changes in body weight of *Rag1^−/−^* mice after colitis induction (*n* = 6). (**G**) H&E staining of colons from T cell-induced colitis mice 6 weeks after T cell transfer. Scale bars, 50 μm (×400) and 200 μm (×100). (**H**) Statistical analysis of the percentage CD4^+^ FOXP3^+^ T_reg_ cell in the spleen, mesenteric lymph nodes, and colon 6 weeks after colitis induction (*n* = 5). Error bars show mean ± SD. p values are determined by a unpaired *t*-test or two-way ANOVA and Holm–Sidak post hoc test (**A, D, E, F, H**) (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Figure 4—source data 1.Original source data for graphs displayed in Figure 4.

**Figure 4—figure supplement 1.**
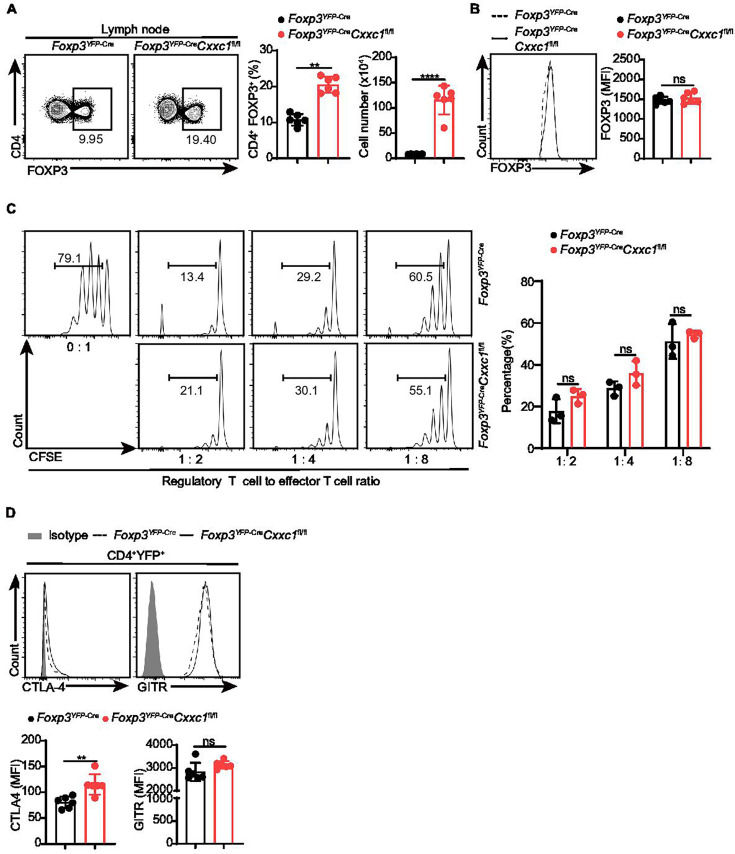
The number of T_reg_ cells deficient in CXXC1 did not decrease. (**A**) Flow cytometry analysis of CD4^+^FOXP3^+^ T_reg_ cells in lymph nodes of *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice. On the right, the proportion and number of T_reg_ cells are shown (*n* = 6). (**B**) Representative figure showing FOXP3 protein expression in CD4^+^ T cells from the lymph nodes (*n* = 6). (**C**) Suppression of CFSE-labeled Tn cell proliferation by different ratios of CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice. On the right, the percentage of proliferated responding T cells is presented (*n* = 3). (**D**) Expression of T_reg_ signature molecules in *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice (*n* = 6). Error bars show mean ± SD. p values are determined by an unpaired *t*-test or multiple unpaired *t*-tests (**A–D**) (ns, not significant. **p < 0.01, ****p < 0.0001). The flow cytometry results are representative of three independent experiments. Figure 4—figure supplement 1—source data 1.Original source data for graphs displayed in Figure 4—figure supplement 1.

### T_reg_ cell lineage homeostasis and proliferation depend upon CXXC1

T_reg_ cells harbor a diverse T cell receptor (TCR) repertoire, which likely plays a critical role in their immune suppression function (Dikiy and Rudensky, 2023; Shevyrev and Tereshchenko, 2019; Zagorulya et al., 2023). To explore the role of CXXC1 in T_reg_-mediated suppression, we performed single-cell RNA sequencing (scRNA-seq) combined with TCR sequencing (TCR-seq) on CD4^+^YFP^+^ T_reg_ cells isolated from mouse lymph nodes. 

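Single CD4+YFP+ T_reg_ cells of 2 WT (*Foxp3* YFP-Cre) and 2 cKO (*Foxp3* YFP-Cre*Cxxc1* fl/fl) samples from peripheral lymph nodes were labelled with sample tags, pooled and captured in 1 run. The mRNA library is a targeted panel of 361 amplicons for 360 immune genes, in which each captured molecule is counted once through its unique molecular identifier (UMI). *Cxxc1* and *Foxp3* were not analysed here, so the deletion of *Cxxc1* was not checked from these counts. The authors called cells, sample tags and UMIs with the BD Rhapsody pipeline (version 2.0), which also gives the dominant alpha or gamma and beta or delta TCR chain of each cell. Their methods describe an error correction of the UMIs that the counts already carry. WT replicates 1 and 2 held 3733 and 4052 cells with a single tag, and 610169 and 660704 UMIs in total. cKO replicates 1 and 2 held 4274 and 4533 such cells, and 939994 and 976066 UMIs. The median depth was 139 and 133 UMIs per cell in the WT samples and 209 and 199 in the cKO samples. For expression, the UMIs were summed per sample, since cells of 1 sample are not replicates, and tested with edgeR's quasi-likelihood test after TMM normalization and a filter at a minimum count of 10. Genes with a Benjamini-Hochberg adjusted p under 0.05 were taken as changed. For clusters, 20 principal components of log-normalized counts were joined in a graph of 20 nearest neighbours and split by the Leiden method at resolution 0.8. The 44 panel genes that mark T_reg_ classes were left out of this step, so 316 genes shaped the clusters. A cluster was named after a class when at least 3 of its 10 leading genes were markers of that class. Marker lists, gene lists and the comparisons of WT and cKO at these claims were fixed before the data were examined, with a heatmap of the study's markers already seen. This naming threshold was set after the first clusters had been seen, and further alternatives and tests were added after the data were seen. Whether a replicate is 1 mouse is not stated in the labels or the paper's text, so the p-values measure the spread between these samples. With 2 samples against 2, an exact permutation test cannot give a 2-sided p below 0.33.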

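Of 18577 cell barcodes, 16592 carried a single sample tag, 1944 were called as multiplets of differently tagged cells and 41 had no determined tag. Multiplets had a median of 272.5 UMIs per cell, against 173 in cells with a single tag. At this rate of mixed tags, 652 doublets of cells from the same sample are expected among the cells with a single tag, which is 3.93% of them. Scrublet, a caller that compares each cell with simulated doublets, marked 6 cells (0.0362%) and was therefore treated as not working on this panel. The values for T_reg_ cells come from the 16592 cells with a single tag, with no further cell removed.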

After quality control and removal of doublets, 18,577 cells were retained for further analysis. Through unsupervised clustering and uniform manifold approximation and projection (UMAP) analysis, we identified eight distinct T_reg_ cell clusters based on the expression of well-characterized markers, with a particular focus on two clusters of activated T_reg_ cells that exhibited higher expression of markers and gene sets relative to naive T_reg_ cells (Figure 5A, Figure 5—figure supplement 1A–C). 

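The cells fell into 9 clusters, of which 6 took the name of a class from their leading genes. Naive-like cells (3824) were led by *Tcf7*, *Lef1* and *Bach2*, genes of resting T cells. MHC class II+-like cells (3817) had *H2-Eb1*, *H2-Ab1* and *H2-Aa*, which encode antigen-presenting molecules. Nt5e+Pdcd1+-like cells (3234) had the CD73 gene *Nt5e*, the PD-1 gene *Pdcd1* and *Cxcr5*. Gzmb+-like cells (1837) had *Gzmb*, *Gzma* and *Il10*, proliferating-like cells (1347) had *Mki67*, *Top2a* and *Aurkb*, and Klrg1+-like cells (353) had *Klrg1*, *Ccr2* and *Lgals3*. Cluster 6 (1197 cells, with *Fn1*, *Il1r2* and *Lap3*), cluster 7 (723 cells, with *Lrrc32*, *Ccnd2* and *Bach2*) and cluster 9 (260 cells, with *Oas2*, *Ifitm3* and *Irf7*) matched no class and stayed unnamed. No cluster was led by markers of B, plasma or myeloid cells. CD8 T, NK and gamma-delta T cells could not be matched, since only 2, 1 and 1 of their markers were measured and 3 were needed. When the 14998 cells with at least 80 UMIs were thinned to 80 UMIs, which was chosen after the data were seen, a cluster of 148 cells matched the B cell markers, with 1.64% of WT and 0.478% of cKO cells. A UMI of *H2-Eb1* was found in 14.8% of the cKO cells of the MHC class II+-like cluster and in 10.5% of the other cKO cells, and in 3.32% and 0.555% of WT cells, so the name describes the cluster's mean and not each of its cells. At least 3 MHC class II UMIs were found in 18.4% of its cKO cells, in 18.1% of the other cKO cells, and in 31.8% of the cKO cells of cluster 6 and 32.0% of those of the proliferating-like cluster. These shares are at full depth, and with cells thinned to 80 UMIs they were 4.98%, 3.16%, 6.62% and 2.02% in the same order. The median depth ran from 88 UMIs in naive-like cells to 349 in proliferating-like cells. Between 5 (proliferating-like) and 10 (MHC class II+-like and Nt5e+Pdcd1+-like) of each cluster's 10 leading genes differed between WT and cKO cells in the edgeR test. Cluster sizes were for this reason also computed on clusters built without the genes that differ most.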

A comparison between *Cxxc1*-deficient and WT T_reg_ cells within each cluster revealed a reduction in *Cxxc1*-deficient cells in the naive subsets, while an increase was observed in the Gzmb^+^ and H2-Eb1^+^ subsets (Figure 5B). 

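Naive-like cells made up 37.3% ± 2.32 (SD, n = 2) of WT and 10.3% ± 1.26 (n = 2) of cKO T_reg_ cells. This is a log2 ratio of −1.85 (standard error 0.232, adjusted p = 3.36e-07 from edgeR's quasi-likelihood test on cell numbers). Gzmb+-like cells, named after the cytotoxic protease granzyme B, rose from 2.55% ± 0.220 to 18.6% ± 0.341, a log2 ratio of 2.87 (standard error 0.257, adjusted p = 3.66e-09 from the same edgeR test). MHC class II+-like cells rose from 2.69% ± 0.552 to 41.0% ± 2.44, with a log2 ratio of 3.92 (standard error 0.262, edgeR adjusted p = 1.20e-10). At full depth this cluster held 41.4% of the cKO cells with at least 3 MHC class II UMIs, about its share of all cKO cells. With cells thinned to equal UMIs, 4.98% of its cKO cells had at least 3 such UMIs, against 3.16% of the other cKO cells. In clusters from all panel genes MHC class II+-like cells made up 0.177% of WT and 9.12% of cKO cells. Nt5e+Pdcd1+-like cells fell from 38.1% ± 3.70 to 3.13% ± 0.0946 and Klrg1+-like cells from 4.02% ± 0.269 to 0.470% ± 0.228, with log2 ratios of −3.60 and −3.10. Proliferating-like cells went from 5.81% ± 0.717 to 10.1% ± 0.140, a log2 ratio of 0.80 (edgeR adjusted p = 0.00392). Among the unnamed clusters, cluster 6 went from 0.993% to 12.7%, cluster 7 from 5.53% to 3.3% and cluster 9 from 2.98% to 0.303% of cells. In each of the 9 clusters both cKO samples lay on the same side of both WT samples. In clusters built from the 212 genes whose summed levels differ by a log2 ratio of at most 1, naive-like cells went from 25.9% to 5.12%, Gzmb+-like cells from 1.59% to 4.59%, MHC class II+-like cells from 7.75% to 35.2% and Nt5e+Pdcd1+-like cells from 26.5% to 3.09%. The B cell marker *Cd79b* was also higher in cKO T_reg_ cells, with a log2 fold change of 1.05. With components corrected per sample by the steps of Harmony, Gzmb+-like cells made up 3.05% of WT and 2.75% of cKO cells and naive-like cells 25.6% and 14.8%, and with all panel genes as well Nt5e+Pdcd1+-like cells made up 17.5% and 18.8%, Klrg1+-like cells 10.4% and 12.5% and MHC class II+-like cells 1.44% and 7.43%. Each sample holds 1 genotype, so this correction also acts on differences between genotypes. The direction for proliferating-like cells turned with several settings, such as a log2 ratio of −1.04 at Leiden resolution 1.2.

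**Figure D1:**
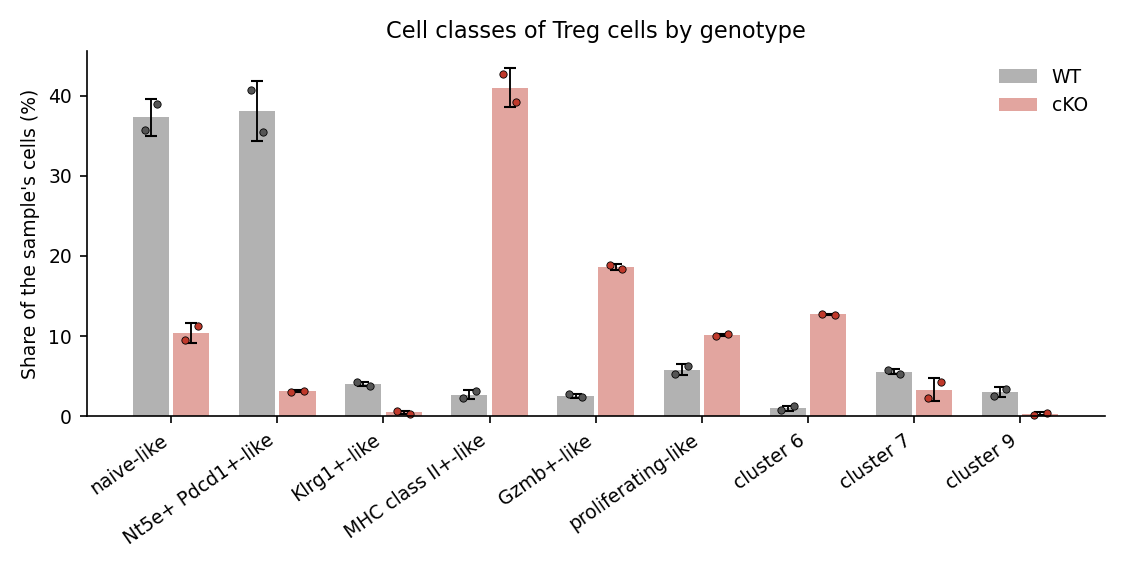
Share of each sample's cells (%) in the 9 clusters for WT and cKO. Bars are means of 2 samples, error bars the SD and points the samples. MHC class II+-like cells stand at 2.69% in WT and 41.0% in cKO, and naive-like cells at 37.3% and 10.3%.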

To further elucidate the transition of T_reg_ cells along a dynamic biological timeline, we constructed pseudo-time trajectories using Slingshot (Street et al., 2018). 

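Ordered by diffusion pseudotime, a measure of distance from a chosen start in the graph of cells, cKO T_reg_ cells lay farther from the naive-like cluster than WT cells. The median over all cells was 0.169 ± 0.00583 (SD, n = 2) in WT and 0.262 ± 0.00483 (n = 2) in cKO, a difference larger than either SD. Slingshot was not available, and the start was set in the naive-like cluster, so its first place is given by construction. That cluster held 2911 WT and 913 cKO cells, and 82.4% of a cell's nearest neighbours had its own genotype. Part of the difference between genotypes may therefore come from the choice of start, and a start among cKO cells was not tested. Median pseudotime was 0.090 in naive-like cells and rose over cluster 7 (0.130), Nt5e+Pdcd1+-like (0.228), MHC class II+-like (0.233), Gzmb+-like (0.300), cluster 6 (0.326), cluster 9 (0.358) and Klrg1+-like (0.372) to proliferating-like cells (0.407). These medians pool both genotypes, and the order within each was another: in WT MHC class II+-like cells (0.183) came before Nt5e+Pdcd1+-like cells (0.228) and Klrg1+-like cells (0.372) before cluster 9 (0.378), and in cKO cluster 9 (0.253) came before Gzmb+-like cells (0.304). Gzmb+-like cells had medians of 0.263 ± 0.00166 in WT and 0.304 ± 0.00269 in cKO. MHC class II+-like cells had 0.183 ± 0.00116 and 0.235 ± 0.0041. In proliferating-like cells the order was the opposite, with 0.449 ± 0.0164 in WT and 0.396 ± 0.00319 in cKO, and so it was in cluster 9, with 0.378 ± 0.0319 and 0.253 ± 0.00617. With 10 principal components in place of 20, Gzmb+-like cells kept place 5 in WT and place 6 in cKO, and Klrg1+-like cells came at places 6 and 7, against 7 and 8. The values use each cell's full depth, which is higher in cKO cells, and include any free RNA of the pooled run.

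**Figure D2:**
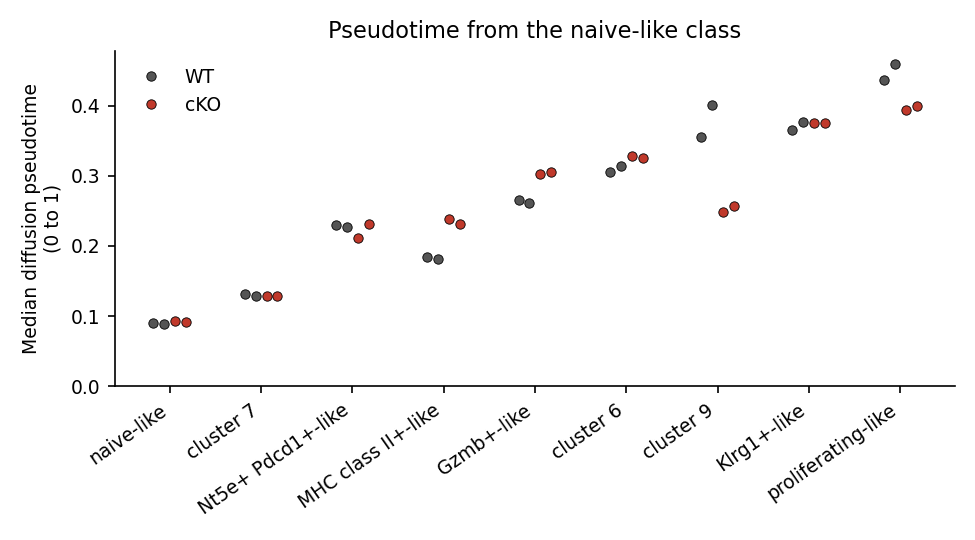
Median diffusion pseudotime (from 0 to 1, no unit) of each cluster, 1 point per sample, with clusters ordered by the median over all cells. Naive-like cells lie lowest at 0.090 and proliferating-like cells highest at 0.407.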

The pseudo-time gradient depicted a progression from quiescent to activated T_reg_ cells, ultimately encompassing the Gzmb^+^ and H2-Eb1^+^ subsets (Figure 5C). Given the antigen-specific suppression capabilities of T_reg_ cells (Hori et al., 2002; Tarbell et al., 2004), we examined their clonal expansion. 

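Cells of expanded WT clonotypes lay mostly in the Nt5e+Pdcd1+-like cluster, which held 59.4% ± 9.51 (SD, n = 2) of them in WT and 5.61% ± 2.62 (n = 2) in cKO. Gzmb+-like cells made up 6.03% ± 1.09 of the expanded WT cells and 29.6% ± 4.61 of the expanded cKO cells. MHC class II+-like cells made up 2.11% ± 0.861 and 28.1% ± 10.2, proliferating-like cells 11.0% ± 6.04 and 23.9% ± 8.35, and cluster 6 held 1.55% and 12.0%. Klrg1+-like cells made up 11.8% of the expanded WT cells, and no cKO cell of that cluster belonged to an expanded clonotype. A clonotype was the CDR3 nucleotide sequence of both chains within 1 sample, and it was expanded when found in at least 2 cells. Both chains were read in 2499 and 2726 WT cells (66.9% and 67.3% of the samples' cells) and in 1826 and 1823 cKO cells (42.7% and 40.2%). They formed 2330 and 2555 clonotypes in WT and 1755 and 1789 in cKO. Of these, 97 and 123 were expanded in WT and 62 and 33 in cKO, with 266 and 294 cells in WT and 133 and 67 in cKO. The share of cells in expanded clonotypes was 10.7% ± 0.0995 in WT and 5.48% ± 2.55 in cKO, and 8.64% and 5.47% when 1823 cells were drawn from every sample. Each of these differences between genotypes has an exact permutation p of 0.33, the smallest that 2 samples against 2 allow. After the correction per sample Gzmb+-like cells held a smaller part of the expanded cells in cKO than in WT (a difference of −4.43 percentage points), and with classes from all panel genes proliferating-like cells did (−3.23). With all panel genes and this correction the difference was −3.53 percentage points for Nt5e+Pdcd1+-like and 8.27 for MHC class II+-like cells. Without cKO replicate 2, the overall share differed by −3.43 percentage points in place of −5.24, and the proliferating-like part by 7.01 in place of 12.9.

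**Figure D3:**
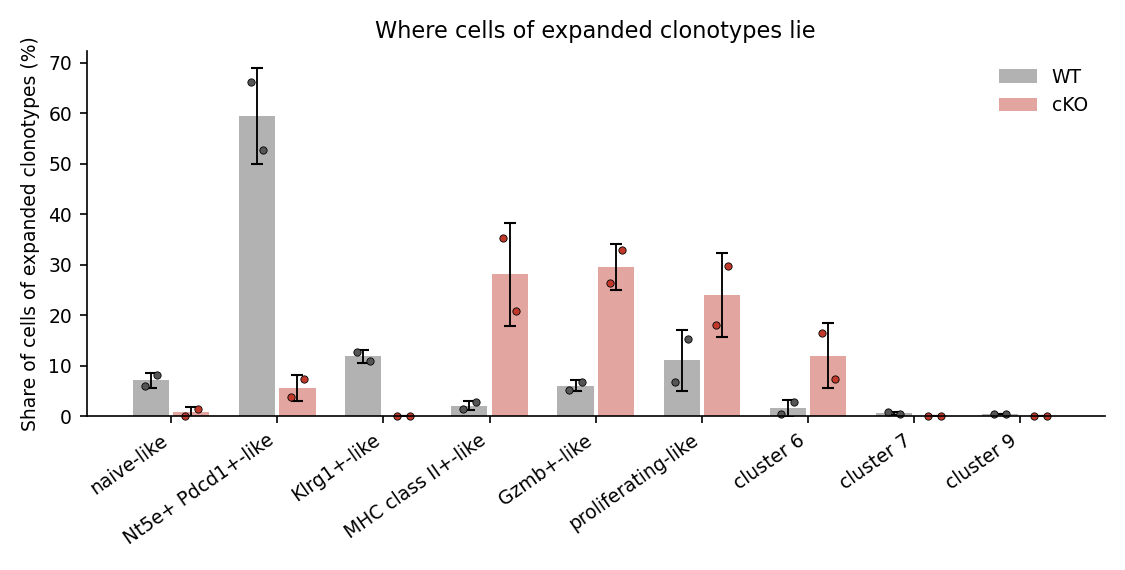
Share of the cells of expanded clonotypes (%) that lie in each of the 9 clusters, for WT and cKO. Bars are means of 2 samples, error bars the SD and points the samples. Nt5e+Pdcd1+-like cells hold 59.4% in WT and 5.61% in cKO, and Gzmb+-like cells 6.03% and 29.6%.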

The analysis revealed that expanded WT TCR clonotypes (*n* ≥ 2) were predominantly distributed among the Nt5e^+^ subsets, while *Cxxc1*-deficient T_reg_ cells showed expanded clonotypes primarily within the Gzmb^+^ and H2-Eb1^+^ subsets (Figure 5D, Figure 5—figure supplement 1D). 

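Within WT T_reg_ cells, Klrg1+-like and Nt5e+Pdcd1+-like cells had 30 clonotypes in common out of 217 in the smaller of the pair, an overlap coefficient of 0.138 (95% exact interval 0.0953 to 0.191, for counting error only). Gzmb+-like cells shared 18 of their 128 clonotypes with Nt5e+Pdcd1+-like cells, an overlap of 0.141 (95% exact interval 0.0855 to 0.213). Proliferating-like cells shared 42 of 402 clonotypes with the Nt5e+Pdcd1+-like cluster. MHC class II+-like cells shared 7 of their 114 clonotypes with that cluster and 3 with Gzmb+-like cells. Naive-like cells shared 28 of 1603 clonotypes with it, an overlap of 0.0175. Averaged over the 21 pairs of clusters with at least 20 clonotypes in each sample, the overlap coefficient was 0.0190 in WT replicate 1 and 0.0394 in WT replicate 2. The overlap coefficient divides the clonotypes found in both clusters by the smaller of the 2 clusters' numbers of clonotypes.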

TCR sharing analysis indicated clonotype sharing among various clusters of WT T_reg_ cells, suggesting a degree of homogeneity. However, the reduced TCR sharing in *Cxxc1*-deficient T_reg_ cells implies that decreased TCR diversity may impair the suppressive activity of T_reg_ cells (Figure 5E; Dikiy and Rudensky, 2023). Furthermore, the *Cxxc1*-deficient group exhibited lower expression of several T_reg_-specific genes associated with suppressive functions, such as *Nt5e*, *Il10*, *Pdcd1*, *Klrg1*, as well as genes that inhibit effector T cell differentiation, including *Sell* and *Tcf7* (Figure 5F, Figure 5—figure supplement 1E). Conversely, *Cxxc1*-deficient T_reg_ cells demonstrated elevated expression of *Gzmb*, *Il2ra*, and *Cd69* compared to WT, reflecting a profile indicative of increased activation (Figure 5F, G). Additionally, we observed increased expression of genes linked to Th1-type inflammation, such as *Ifng*, *Tbx21,* and *Hif1a*, in *Cxxc1*-deficient T_reg_ cells, likely due to extreme inflammatory conditions (Figure 5F–H). 

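Fewer clonotypes were common to a pair of clusters in cKO than in WT T_reg_ cells, while the number of different clonotypes at equal cell numbers was not lower in cKO. The mean overlap coefficient over 21 pairs of clusters was 0.0292 ± 0.0145 (SD, n = 2) in WT and 0.00839 ± 0.00413 (n = 2) in cKO (exact permutation p = 0.33). The cKO samples had 0.0113 and 0.00547. In cKO, Gzmb+-like cells shared 2 of 141 clonotypes with Nt5e+Pdcd1+-like cells, and 12 of 631 with MHC class II+-like cells. With equal numbers of cells drawn per cluster and sample, the mean overlap was 0.00925 in WT and 0.00292 in cKO. Without WT replicate 2 the difference in mean overlap was −0.0106, against −0.0208 with all samples. For expanded clonotypes only, the mean overlap was 0.384 in WT and 0.289 in cKO. With classes from all panel genes these values were 0.315 and 0.317, so the direction was not kept. It was kept after the correction per sample (0.310 and 0.230), and with all panel genes and the correction (0.307 and 0.173). For diversity, 1823 cells with both chains were drawn from every sample 100 times. They held 1729 ± 11.8 (SD, n = 2) different clonotypes in WT and 1771 ± 26.0 (n = 2) in cKO. The Shannon entropy was 7.42 in WT and 7.47 in cKO. The inverse Simpson index, which rises as clonotypes become more even, was 1561 ± 55.0 in WT and 1715 ± 57.2 in cKO. Both cKO samples had higher values than both WT samples in all 3 measures (exact permutation p = 0.33, the smallest possible). With the beta chain alone the samples did not separate by the number of different clonotypes (2308 in WT and 2347 in cKO, exact permutation p = 0.67). A clonotype needs both chains, and cKO cells in which only 1 chain was read do not enter.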

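*Nt5e*, *Pdcd1* and *Klrg1*, and also *Tcf7*, were lower in cKO than in WT T_reg_ cells, and *Il10* did not pass the test over all cells. *Nt5e*, the gene of the ectoenzyme CD73 (chromosome 9 of GRCm38, 88327609 to 88372089), fell from 3343 ± 530 UMIs scaled to a common total (CPM, SD, n = 2) in WT to 1076 ± 308 (n = 2) in cKO. Its log2 fold change was −1.63 (standard error 0.238, edgeR adjusted p = 0.00417). With the replicate number as a block, which pairs samples that share only a number, *Nt5e* did not pass (edgeR adjusted p = 0.105). *Pdcd1*, the gene of the inhibitory receptor PD-1 (chromosome 1, 94038305 to 94052553), fell from 2630 ± 108 to 412 ± 34.7 CPM, a log2 fold change of −2.67 (standard error 0.103, edgeR adjusted p = 8.39e-07). *Klrg1*, a receptor gene of differentiated effector cells (chromosome 6, 122270596 to 122282833), fell from 552 ± 12.7 to 134 ± 14.7 CPM, a log2 fold change of −2.04 (standard error 0.164, edgeR adjusted p = 2.07e-05). *Tcf7*, the gene of the transcription factor TCF-1 (chromosome 11, 52246527 to 52283383), had a log2 fold change of −0.73 (edgeR adjusted p = 2.07e-05). *Il10*, an inhibitory cytokine gene (chromosome 1, 131019845 to 131024970), had 439 ± 9.03 CPM in WT and 313 ± 118 in cKO, a log2 fold change of −0.49 (standard error 0.263, edgeR adjusted p = 0.158). Within Gzmb+-like cells it was lower in cKO by a log2 fold change of −1.71 (edgeR adjusted p = 0.00199), and within MHC class II+-like cells by −2.05 (edgeR adjusted p = 0.0276), while Nt5e+Pdcd1+-like cells had −0.85 and proliferating-like cells −0.11 without passing. Both calls were lost without cKO replicate 1 (−1.45 and −1.48) and without cKO replicate 2 (−1.86 and −2.89), and the call in MHC class II+-like cells also without WT replicate 1 (−1.30) and without TMM factors (−2.13). In Gzmb+-like cells of clusters from all panel genes *Il10* had −0.67 and did not pass. *Pdcd1* was lower in each of the 6 clusters where it could be tested, from −3.64 in naive-like cells to −1.89 in cluster 6, but it did not pass in Gzmb+-like cells without cKO replicate 1 (−2.54), nor in cluster 6 without WT replicate 1 (−1.84), WT replicate 2 (−1.92) or cKO replicate 2 (−2.09). Of 20 measured genes in a list of T_reg_ core and suppressive genes, 8 were higher in cKO, 7 were lower and 5 did not pass, with the same counts when adjusted over the list alone. The ST2 gene *Il1rl1* had a log2 fold change of −3.60, whereas *Itgae*, the gene of the adhesion molecule CD103, rose by 1.97. Of 8 genes of the naive state, 2 were higher, 3 were lower and 3 did not pass, with *Foxo1* at −0.53 and the homing receptor gene *Ccr7* at 0.55 (2 and 3 also when adjusted over the list alone). The number of higher genes in this list changed when 1 sample was left out. Without cKO replicate 2, *Il10* passed with a log2 fold change of −0.94. With equal numbers of cells from each cluster and sample, the log2 fold change of *Tcf7* was −0.38, still past the threshold, while 5 genes of the T_reg_ list were higher.

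**Figure D4:**
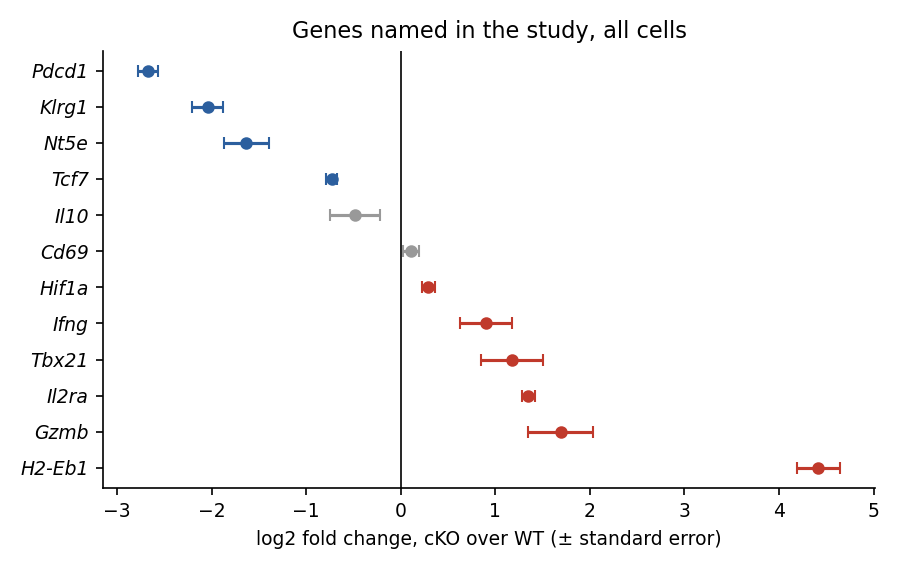
Log2 fold change, cKO over WT, of genes the study names, from UMIs summed over all cells of 2 WT and 2 cKO samples. Points are estimates, bars the standard error, blue and red genes are past the threshold and grey ones are not. *Pdcd1* lies lowest at −2.67 and *H2-Eb1* highest at 4.42.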

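*Gzmb* and *Il2ra* were higher in cKO T_reg_ cells, and *Cd69* did not pass the test. *Gzmb*, which encodes granzyme B (chromosome 14 of GRCm38, 56258836 to 56262334), rose from 412 ± 173 CPM (SD, n = 2) in WT to 1336 ± 322 (n = 2) in cKO, a log2 fold change of 1.69 (standard error 0.345, edgeR adjusted p = 0.0125). *Il2ra*, the gene of the IL-2 receptor chain CD25 (chromosome 2, 11642792 to 11693194), rose from 2690 ± 128 to 6852 ± 49.1 CPM, a log2 fold change of 1.35 (standard error 0.0686, edgeR adjusted p = 4.16e-06). *Cd69*, an early activation gene (chromosome 6, 129267324 to 129275375), had 1522 ± 29.4 CPM in WT and 1641 ± 64.4 in cKO, a log2 fold change of 0.11 (standard error 0.0853, edgeR adjusted p = 0.303). Within clusters, *Il2ra* was higher in cKO among naive-like (0.84), Gzmb+-like (0.96) and proliferating-like cells (1.15), in Gzmb+-like cells not without cKO replicate 1 (1.07) or cKO replicate 2 (0.99). *Cd69* passed in none of the 7 clusters tested with edgeR, with log2 fold changes from −0.16 to 0.56 and an unadjusted p of 0.0265 in cluster 7. Within Gzmb+-like cells *Gzmb* had a log2 fold change of 0.59 (edgeR adjusted p = 0.114), and it passed there without WT replicate 1 (0.87) and in clusters after the correction per sample (1.21). Of 9 cytotoxic genes tested, 5 were higher in cKO, 1 was lower and 3 did not pass, also when adjusted over the list alone. The granzyme A gene *Gzma* rose by a log2 fold change of 4.23 and the perforin gene *Prf1* by 3.11, and the cathepsin gene *Ctsw* fell by 0.88. Of 17 genes of TCR signalling and costimulation, 3 were higher, 6 were lower and 8 did not pass, also when adjusted over the list alone. The costimulatory receptor gene *Cd28* fell by 1.21, *Cd5* and *Cd44* each fell by 0.68, and the NF-κB subunit gene *Nfkb2* rose by 0.82 on the log2 scale. The single NK cell marker tested, the transcription factor gene *Eomes*, was also higher in cKO, with a log2 fold change of 1.91. *Gzmb* did not pass without cKO replicate 1 (1.91) or cKO replicate 2 (1.41), nor with equal numbers of cells from each cluster (1.12), and *Eomes* did not without WT replicate 1 (1.83) or WT replicate 2 (2.01). Without WT replicate 1, 1 of the TCR signalling genes was higher, and *Il2ra* with equal numbers of cells had a log2 fold change of 0.77.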

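All 3 of *Ifng*, *Tbx21* and *Hif1a* were higher in cKO T_reg_ cells, at a low level for the first 2. The cytokine gene *Ifng* (chromosome 10 of GRCm38, 118441046 to 118445894) rose from 108 ± 2.34 CPM (SD, n = 2) in WT to 202 ± 70.0 (n = 2) in cKO, a log2 fold change of 0.91 (standard error 0.275, edgeR adjusted p = 0.0223). *Tbx21*, the gene of the Th1 transcription factor T-bet (chromosome 11, 97098007 to 97115331), rose from 105 ± 40.3 to 238 ± 70.0 CPM, a log2 fold change of 1.18 (standard error 0.330, edgeR adjusted p = 0.0202). *Hif1a*, the gene of a hypoxia-induced transcription factor (chromosome 12, 73901324 to 73947554), rose from 3218 ± 31.3 to 3938 ± 34.4 CPM, a log2 fold change of 0.29 (standard error 0.0657, edgeR adjusted p = 0.00555). Within proliferating-like cells *Ifng* was higher in cKO by a log2 fold change of 1.25 (edgeR adjusted p = 0.0382), a call lost without WT replicate 1 (0.82), WT replicate 2 (2.24) or cKO replicate 1 (0.68), and within Gzmb+-like cells it had 0.46 (edgeR adjusted p = 0.478). Of 15 Th1 and interferon-gamma genes tested, 6 were higher, 3 were lower and 6 did not pass. *Il12rb2*, a chain of the IL-12 receptor, had 5 UMIs in each WT sample and 354 and 295 in the cKO samples, a log2 fold change of 5.41 (edgeR adjusted p = 5.08e-06). *Runx3* rose by 1.55, and the chemokine receptor gene *Cxcr6* fell by 2.38 on the log2 scale. Of 5 Th17 genes tested, 4 were lower and 1 did not pass, among them the chemokine gene *Ccl20* (−3.35, not passing without WT replicate 1 or WT replicate 2). Of 6 Th2 genes, *Il4ra* was higher (1.09), 3 were lower and 2 did not pass, and all 3 genes of follicular helper cells were lower, *Bcl6* by −2.15. For these 4 lists the counts were the same when adjusted over the list alone. *Ifng* did not pass without WT replicate 1 (0.88), WT replicate 2 (0.94) or cKO replicate 1 (0.49), *Tbx21* did not without WT replicate 1 (0.84) or WT replicate 2 (1.65), and with equal numbers of cells from each cluster *Tbx21* (0.40) and *Hif1a* (0.17) did not. Without WT replicate 1, 3 Th1 genes were higher, 2 Th17 genes and 1 Th2 gene were lower, and without WT replicate 2, 1 Th1 gene and 1 Th2 gene were lower.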

The proportion of FOXP3^+^Ki67^+^ T_reg_ cells was lower in cKO mice compared to WT mice (Figure 5I). These findings underscore the crucial role of CXXC1 in maintaining T_reg_ cell function and homeostasis.

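Over all cells, 87 of 278 genes tested were higher and 86 were lower in cKO than in WT T_reg_ cells by edgeR, with a median log2 fold change of −0.02. Genes of MHC class II antigen presentation rose together, with 6 of 7 higher and 1 not passing, also when adjusted over the list alone. *H2-Eb1*, which encodes an MHC class II beta chain (chromosome 17 of GRCm38, 34305867 to 34316674), rose from 53.0 ± 11.8 CPM (SD, n = 2) in WT to 1141 ± 239 (n = 2) in cKO. Its log2 fold change was 4.42 (standard error 0.226, edgeR adjusted p = 5.53e-06), and *H2-Aa* and *H2-Ab1* had 4.95 and 4.92. Beside them, 4 of 7 B cell markers were higher in cKO, 2 were lower and 1 did not pass, and 3 of 4 plasma cell markers were higher. The plasma cell gene *Mzb1* had 1 UMI in WT and 134 in cKO, a ratio of 88.9 (95% exact interval 15.7 to 3536, for counting error only). Of 17 chemokine receptor and homing genes, 2 were higher, 10 were lower and 5 did not pass, with *Ccr2* at −3.08 and the integrin gene *Itga4* at −3.06. Of 8 proliferation genes, 4 were lower and 4 did not pass, with the Ki-67 gene *Mki67* (chromosome 7, 135689784 to 135716450) at −0.97 (standard error 0.110, edgeR adjusted p = 0.000121) and *Ube2c* at −0.90. Of 6 genes of metabolism and mTOR signalling, 5 were higher and 1 did not pass, with the transferrin receptor gene *Tfrc* at 1.05. Of 7 genes of apoptosis and survival, 3 were higher, 2 were lower and 2 did not pass, with *Bax* at 0.97 and *Bcl2a1a* at −0.97. These list counts were the same when adjusted over each list alone. Without WT replicate 1 the test called 59 genes higher and 56 lower, and with equal numbers of cells from each cluster 55 and 58. Without WT replicate 1, 6 homing genes were lower and 3 metabolism genes and 1 apoptosis gene higher, and without WT replicate 2, 2 B cell markers were higher and 2 proliferation genes lower. With equal numbers of cells, 1 metabolism gene was higher and 1 lower, and 5 homing genes were lower. The paper reasons from fewer naive cells, more Gzmb+ and H2-Eb1+ cells, less TCR sharing, lower suppressive and higher activation genes, and fewer Ki67+ cells by flow cytometry, and concludes that CXXC1 has a crucial role in T_reg_ function and homeostasis. By flow cytometry it also measured the proteins CD25, CD69, ICOS, T-bet, IFN-γ, KLRG1, CD62L, CD73 and PD-1, which were not measured here. For the Th1 genes it proposes the extreme inflammation in these mice as the cause.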

**Figure 5.**
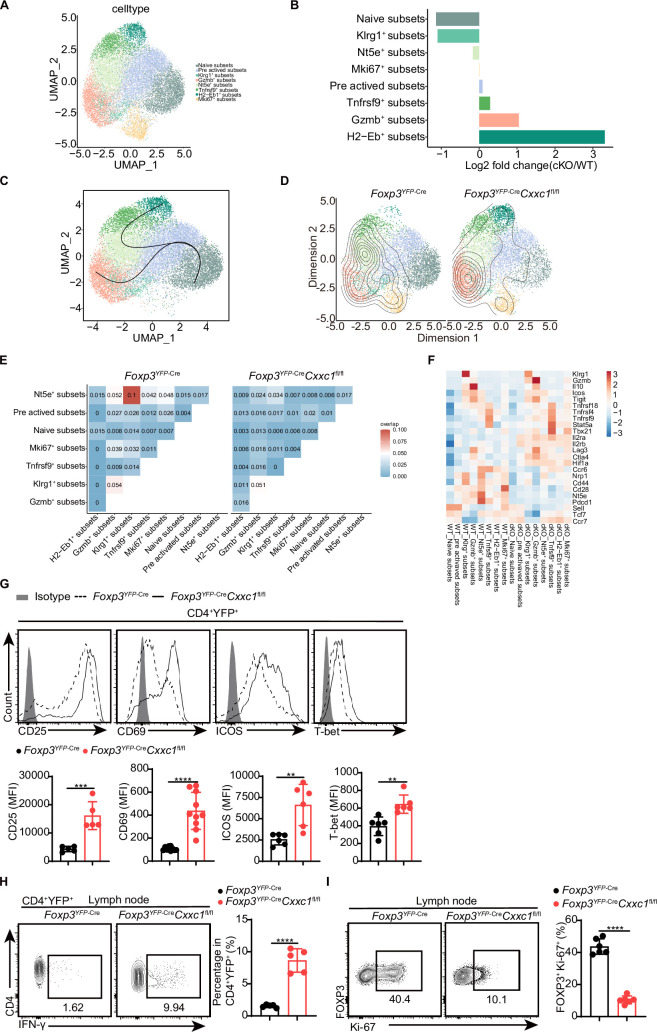
Single-cell transcriptomics reveals distinct T_reg_ cell populations. (**A**) Uniform manifold approximation and projection (UMAP) plot showing clusters identified based on variable gene expression of sorted CD4^+^YFP^+^ T_reg_ cells. Each dot represents a cell, and each color corresponds to a different population of cell types. Clustering analysis revealed eight distinct T_reg_ cell populations. (**B**) Mean fold changes in cluster abundance between *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice. (**C**) Pseudotime trajectories of T_reg_ cells based on Slingshot, color-coded by T_reg_ cell subpopulations. (**D**) Visualization of density and clonotype richness across T_reg_ clusters from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice. (**E**) T cell receptor (TCR) sharing of expanded clonotypes across all possible combinations of T_reg_ cells from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice. (**F**) Heatmap showing *Z* scores for the average expression of T_reg_-specific genes in each cluster between *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice. Representative flow cytometry plots and quantification of (**G**) expression of CD25, CD69, ICOS, T-bet, and (**H**) IFN-γ in CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice (*n* = 5 CD25, *n* = 10 CD69, *n* = 5 ICOS, *n* = 6 T-bet, *n* = 5 IFN-γ). (**I**) Ki-67 expression (left) and frequency (right) in CD4^+^FOXP3^+^ T_reg_ cells from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice (*n* = 6). Error bars show mean ± SD. p values are determined by a unpaired *t*-test (**G–I**) (**p < 0.01, ***p < 0.001, ****p < 0.0001). The flow cytometry results are representative of three independent experiments. Figure 5—source data 1.Original source data for graphs displayed in Figure 5. Figure 5—source data 2.Single-cell T cell receptor (TCR) V(D)J repertoire profiling of CD4^+^YFP ^+^_Treg_ cells in *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice.

**Figure 5—figure supplement 1.**
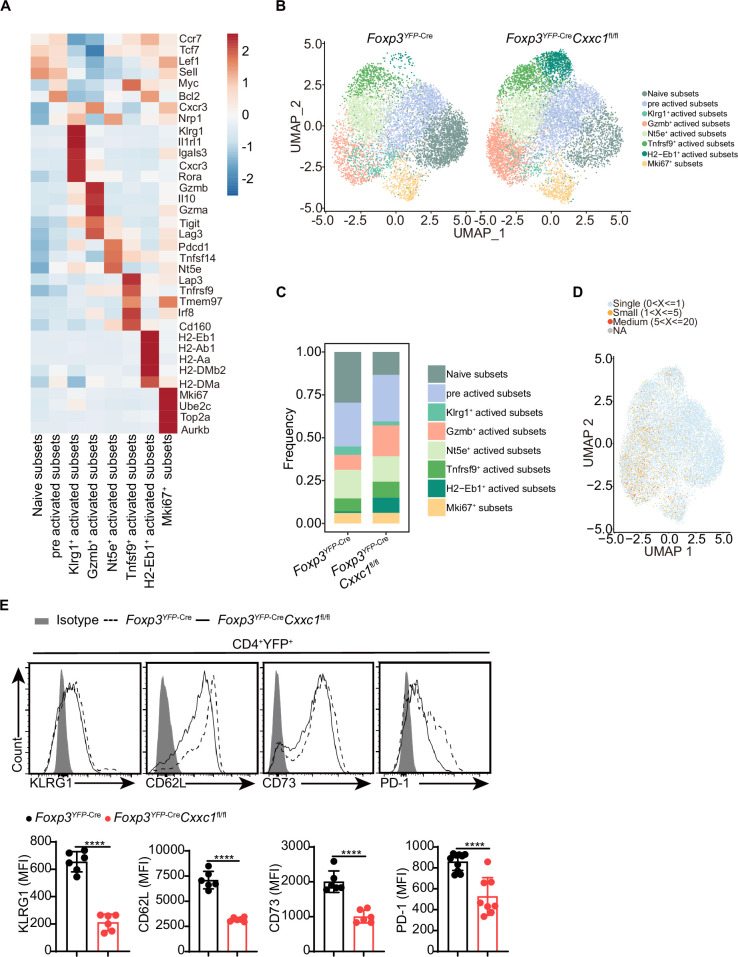
Single-cell transcriptomics reveals distinct T_reg_ cell populations. (**A**) Heatmap displaying the *Z* scores for the average expression of T_reg_-specific genes across each cluster. (**B**) Uniform manifold approximation and projection (UMAP) plot showing clusters identified by variable gene expression in sorted CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice. (**C**) Relative proportions of T_reg_ cell subpopulations in *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^, revealing heterogeneity. (**D**) Density and clonotype richness across T_reg_ cell clusters, with colors indicating clone size. (**E**) Representative flow plots and quantified expression of KLRG1, CD62L, CD73, and PD-1 in CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice (*n* = 6 KLRG1, *n* = 6 CD62L, *n* = 6 CD73, *n* = 8 PD-1). Error bars show mean ± SD. p values are determined by an unpaired *t*-test (**E**) (****p < 0.0001). Figure 5—figure supplement 1—source data 1.Original source data for graphs displayed in Figure 5—figure supplement 1.

### Intrinsic *Cxxc1* deficiency impairs T_reg_ cell suppression function, proliferation, and molecular programs

To confirm that the deficiency in T_reg_ cell function in T_reg_-specific *Cxxc1*-deficient animals is due to intrinsic defects caused by *Cxxc1* deficiency, rather than severe autoimmune inflammation in *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice, we examined *Cxxc1*-sufficient and *Cxxc1*-deficient T_reg_ cell subsets in heterozygous *Foxp3*^YFP-Cre/+^ *Cxxc1*^fl/fl^ (designated as ‘het-KO’) and littermate *Foxp3*^YFP-Cre/+^ *Cxxc1*^fl/+^ (designated as ‘het-WT’) female mice (Figure 6A). Notably, het-KO female mice did not exhibit overt signs of autoimmunity, as random X-chromosome inactivation led to the coexistence of both *Cxxc1*-cKO and *Cxxc1*-WT T_reg_ cells. However, both the frequency and absolute numbers of FOXP3^+^YFP^+^ T_reg_ cells within the total T_reg_ population were reduced in het-KO mice compared to their counterparts in het-WT littermates, indicating that *Cxxc1* deficiency imposes a competitive disadvantage on T_reg_ cells (Figure 6B). Additionally, *Cxxc1*-deficient YFP^+^ T_reg_ cells failed to upregulate the proliferation marker Ki-67 (Figure 6C). Moreover, YFP^+^ T_reg_ cells in het-KO female mice showed reduced expression of key genes essential for suppressive function, including ICOS, CD25, CTLA4, and GITR, compared to YFP^-^T_reg_ cells from the same mice (Figure 6D). Consistently, we confirmed the impaired suppressive function of T_reg_ cells from heterozygous *Foxp3*^YFP-Cre/+^ *Cxxc1*^fl/fl^ mice in vitro and in vivo (Figure 6E, Figure 6—figure supplement 1A–E). To investigate the molecular program affected by the deletion of *Cxxc1* in T_reg_ cells, we performed RNA-seq analysis on CD4^+^YFP^+^ T_reg_ cells isolated from het-WT and het-KO mice. We then conducted a differential gene expression (DGE) analysis based on the RNA-seq data. Among all expressed genes, 865 were upregulated and 761 were downregulated in CD4^+^YFP^+^ T_reg_ cells from het-KO mice compared to het-WT mice (Figure 6—figure supplement 1F). GO enrichment analysis revealed that the downregulated genes in *Cxxc1*-deficient T_reg_ cells were predominantly enriched in pathways related to the negative regulation of immune system process and regulation of cell−cell adhesion (Figure 6—figure supplement 1G). The *Cxxc1*-deficient T_reg_ cells also showed reduced expression of several genes associated with T_reg_ cell suppressive function, including *Il10*, *Tigit*, *Lag3*, *Icos*, *Nt5e*(encoding CD73) and *Itgae* (encoding CD103) (Figure 6—figure supplement 1H). Thus, while YFP⁻ WT T_reg_ cells effectively prevent autoimmunity in het-KO mice, the absence of *Cxxc1* in YFP^+^ T_reg_ cells disrupts key T_reg_ cell marker expression and impairs their suppressive function under steady-state conditions.

**Figure 6.**
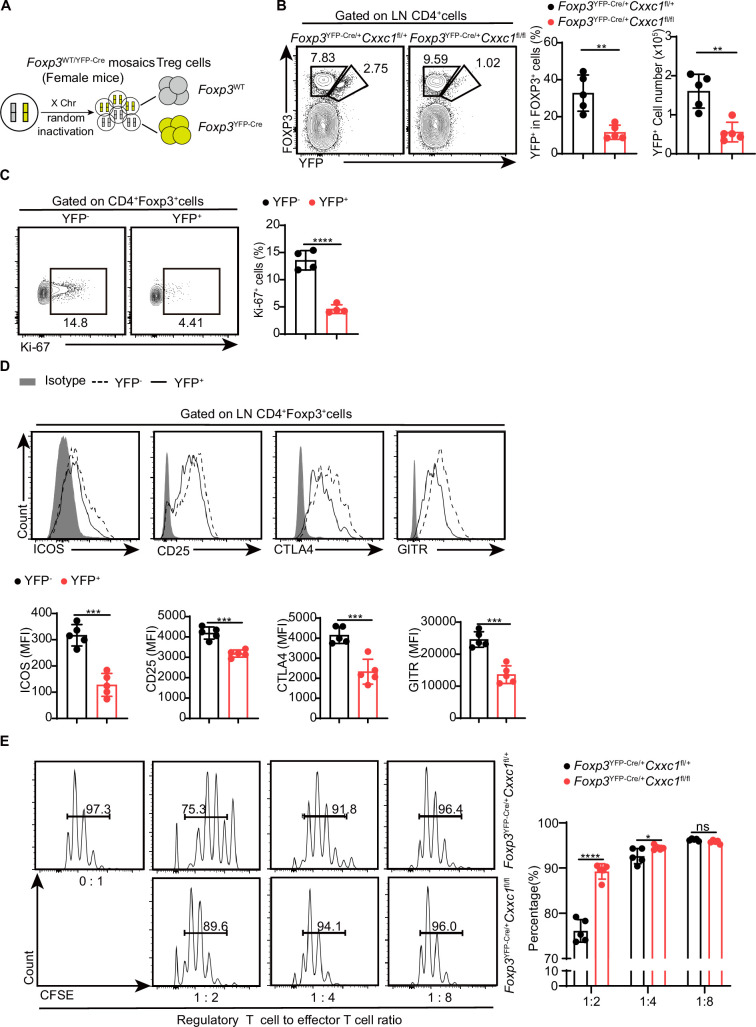
*Cxxc1*-deficient T_reg_ cells exhibit functional impairment and disrupted homeostasis in steady-state conditions. (**A**) Schematic representation of wild-type and Cre-positive T_reg_ cells in female *Foxp3*^YFP-Cre/+^ mice.(**B**) Flow cytometry analysis of the YFP^-^FOXP3^+^ (WT) and YFP^+^FOXP3^+^ (KO) T_reg_ cells in *Foxp3*^YFP-Cre/+^ *Cxxc1*^fl/+^ (het-WT) and *Foxp3*^YFP-Cre /+^ *Cxxc1*^fl/fl^ (het-KO) female mice (left), along with the frequency and absolute numbers of YFP^+^ cells within the total T_reg_ population (right) (*n* = 5). (**C**) Flow cytometry analysis of Ki-67expression (left) and MFI (right) in YFP^−^ and YFP^+^ cells within the CD4^+^FOXP3^+^ T_reg_ cells from 6- to 8-week-old het-KO female mice (*n* = 4). (**D**) Representative flow cytometry plots and quantification of ICOS, CD25, CTLA4, and GITR expression in YFP^−^ and YFP^+^ cells within CD4^+^FOXP3^+^ T_reg_ cells from het-KO female mice (*n* = 5). (**E**) Suppression of CFSE-labeled Tn cell proliferation by different ratios of CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^YFP-Cre/+^ *Cxxc1*^fl/+^ and *Foxp3*^YFP-Cre/+^ *Cxxc1*^fl/fl^ female mice. On the right, the percentage of proliferated responding T cells is presented (*n* = 5). Error bars show mean ± SD. p values are determined by a unpaired *t*-test or multiple unpaired *t*-test (**B–E**) (ns, not significant. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). The flow cytometry results are representative of three independent experiments. Figure 6—source data 1.Original source data for graphs displayed in Figure 6.

**Figure 6—figure supplement 1.**
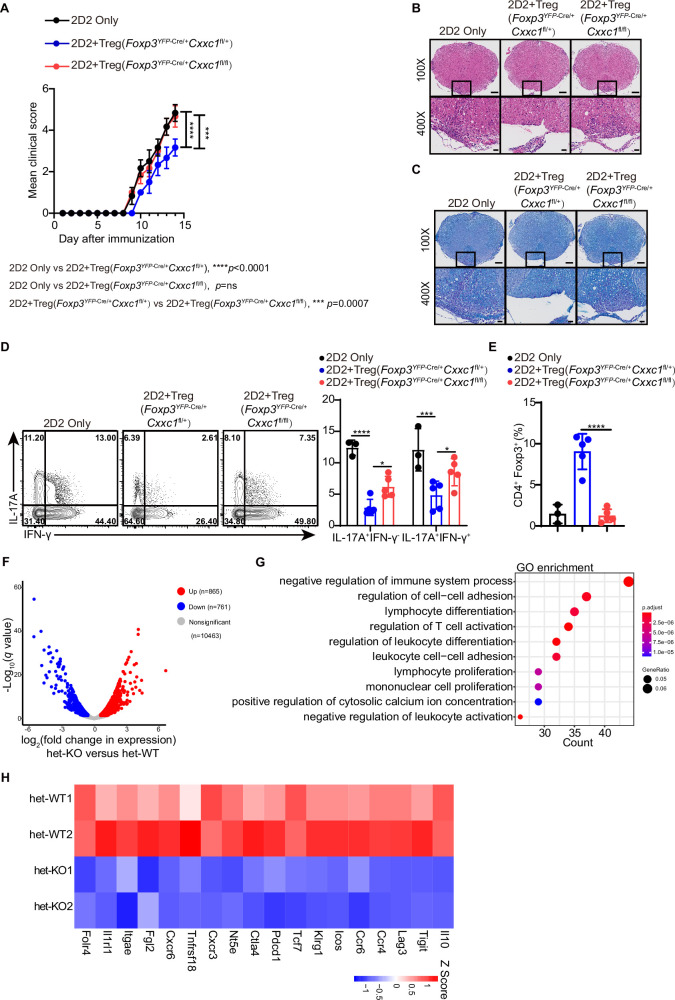
*Cxxc1* deficiency impairs T_reg_ cell suppressive function and aggravates experimental autoimmune encephalomyelitis (EAE) severity. (**A**) Mean clinical scores for EAE in *Rag1^−/−^* recipients of 2D2 CD4^+^ T cells, either alone or in combination with *Foxp3*^YFP-Cre/+^ *Cxxc1*^fl/+^ or *Foxp3*^YFP-Cre/+^ *Cxxc1*^fl/fl^ female mice after immunization with MOG35–55, complete Freund’s adjuvant (CFA), and pertussis toxin (*n* = 6). (**B, C**) Representative histology of the spinal cord of *Rag1^−/−^* mice after EAE induction. Hematoxylin and eosin (H&E) staining (upper), Luxol fast blue (F&B) staining (lower). Scale bars, 50 μm (×400) and 200 μm (×100). (**D**) Representative flow cytometry plots and quantification of the percentages of IFNγ^+^ or IL-17A^+^ CD4^+^Vβ11^+^ T cells. (**E**) Statistical analysis of the percentage CD4^+^ FOXP3^+^ T_reg_ cell in central nervous system (CNS) tissues 14 days after EAE induction (2D2 only *n* = 3, 2D2+het-WT T_reg_ *n* = 5, 2D2+het-KO T_reg_ *n* = 5). (**F**) Volcano plot showing the expression of genes in CD4^+^YFP^+^ T_reg_ cells from het-KO versus het-WT. The significantly up- and downregulated genes were identified as genes with p-value <0.05, fold change greater than 1.5 and less than 0.66, respectively. (**G**) Gene Ontology (GO) pathway analysis of downregulated genes in het-KO CD4^+^YFP^+^ T_reg_ cells. (**H**) Heatmap showing the expression levels of T_reg_ cell signature genes implicated in suppressive function. Error bars show mean ± SD. p values are determined by an unpaired *t*-test or two-way ANOVA and Holm–Sidak post hoc test (**A, D, E**) (*p < 0.05, ***p < 0.001, ****p < 0.0001). Figure 6—figure supplement 1—source data 1.Original source data for graphs displayed in Figure 6—figure supplement 1.

### The FOXP3–CXXC1 complex regulates the expression of key factors in T_reg_ cells that are associated with the breadth of H3K4me3

CXXC1 binds to unmethylated CpG DNA via its N-terminal CXXC-finger domain, facilitating its interaction with DNA methyltransferase 1 (DNMT1). This binding stabilizes the DNMT1 protein, thereby regulating DNA methylation (Butler et al., 2008; Butler et al., 2009). To investigate whether CXXC1 depletion affects DNA methylation in T_reg_ cells, we performed whole genome bisulfite sequencing (WGBS) on T_reg_ cells isolated from both WT and cKO mice. On average, *Cxxc1*-deficient T_reg_ cells exhibited no changes in DNA methylation at gene loci or across genome-wide CpG sites, irrespective of chromosomal region (Figure 7—figure supplement 1A–C). Furthermore, *Cxxc1* knockout T_reg_ cells did not show an increase in DNA methylation at key T_reg_ signature gene loci (Figure 7—figure supplement 1D). Given the pivotal role of MLL4-mediated H3K4me1 in establishing the enhancer landscape and facilitating long-range chromatin interactions during T_reg_ cell development (Placek et al., 2017), we performed CUT&Tag to assess changes in H3K4me1 levels in *Cxxc1*-deficient T_reg_ cells. This analysis revealed that H3K4me1 levels were similar in both WT and *Cxxc1*-deficient T_reg_ cells (Figure 7—figure supplement 1E–G).

While H3K4me3 modifications typically form sharp 1- to 2-kb peaks around promoters, some genes exhibit broader H3K4me3 regions, referred to as broad H3K4me3 domains (H3K4me3-BDs), which can extend to cover part or all of the gene’s coding sequences (up to 20 kb) (Benayoun et al., 2014; Zacarías-Cabeza et al., 2015). Broad H3K4me3 domains are preferentially associated with genes essential for the identity or function of specific cell types (Benayoun et al., 2014; Chen et al., 2015) and have been implicated in enhancing transcriptional elongation and increasing enhancer activity (Chen et al., 2015). To further explore the relationship between broad H3K4me3 domains and the expression of immune-regulatory genes, we analyzed genes enriched with broad H3K4me3 regions. We classified the H3K4me3 domains surrounding TSSs into three categories: broad (more than 5 kb), medium (between 1 and 5 kb), and narrow (less than 1 kb) (Figure 7A). Notably, *Cxxc1*-deficient T_reg_ cells exhibited weaker H3K4me3 signals compared to WT cells within the broad H3K4me3 domains where CXXC1 binding is prominent (Figure 7A, B). Using the criteria established by Benayoun et al., 2014, which defines the top 5% of the widest H3K4me3 domains as BDs, we observed similar enrichment results (Figure 7—figure supplement 1H, I). We then compared three groups of genes: BD-associated genes with reduced H3K4me3 levels following *Cxxc1* deletion, genes with direct CXXC1 binding, and genes with direct FOXP3 binding. The Venn diagram revealed that the majority of genes (283 out of 294, 96%) with CXXC1 binding and reduced H3K4me3 levels overlap with FOXP3-bound genes, suggesting that CXXC1 is functionally associated with FOXP3-regulated loci within broad H3K4me3 domains (Figure 7C). Furthermore, GO term analysis indicated that BD-associated genes are enriched in biological processes related to the negative regulation of immune system processes (Figure 7D). Genome browser views displayed the enrichments of FOXP3, CXXC1, and H3K4me3 at key signature genes in T_reg_ cells, such as *Ctla4, Il2ra, Icos*, and *Tnfrsf18*, with lower H3K4me3 densities observed at these loci in *Cxxc1*-deficient T_reg_ cells (Figure 7E). Similar patterns were observed at core genes involved in T_reg_ homeostasis and suppressive function (e.g., *Lag3*, *Nt5e*, *Ikzf4*, and *Cd28*) (Figure 7—figure supplement 1J; Gokhale et al., 2019; Zhang et al., 2013). These findings suggest that CXXC1 and FOXP3 collaboratively promote sustained T_reg_ cell homeostasis and function by preserving the H3K4me3 modification at key T_reg_ cell genes.

**Figure 7.**
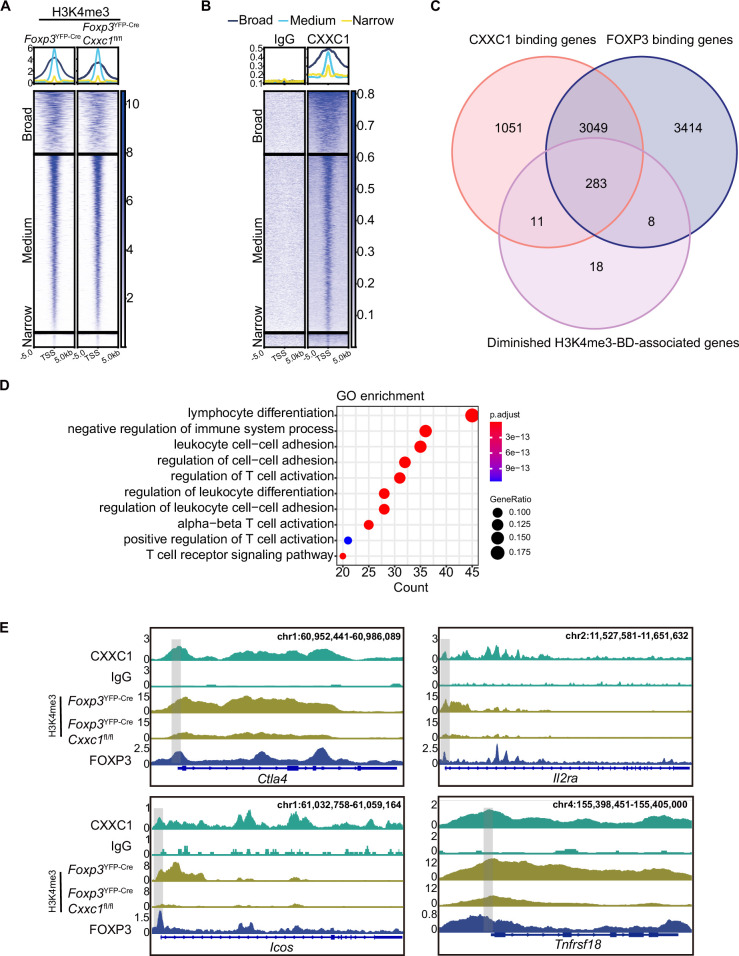
CXXC1 regulates FOXP3-dependent molecule H3K4 trimethylation in T_reg_ cells. Heatmaps showing H3K4me3 (**A**) and CXXC1 (**B**) signals centered on narrow, medium, and broad domains. The top panel shows the average CUT&Tag signals around indicated domains. (**C**) Venn diagrams showing the overlap of FOXP3-binding genes, CXXC1-binding genes, and H3K4me3-BD-associated genes with decreased H3K4me3 levels after *Cxxc1* depletion in T_reg_ cells. (**D**) Gene Ontology (GO) pathway analysis of the overlapped genes in **C**. (**E**) Representative genome browser view showing the enrichments of FOXP3, CXXC1, and H3K4me3 in T_reg_ cells. Figure 7—source data 1.Table: list of overlapped genes in Figure 7C.

**Figure 7—figure supplement 1.**
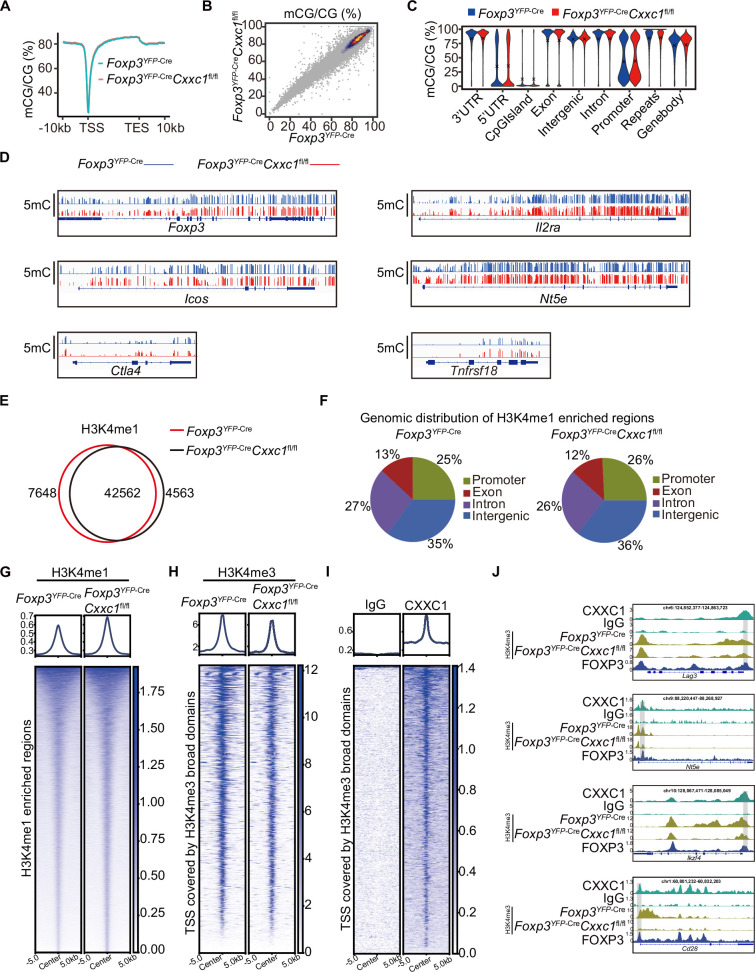
The epigenetic program of T_reg_ cells. (**A**) Average CpG methylation in CD4^+^YFP^+^ cells from 3-week-old *Foxp3^YFP-^*^Cre^ and *Foxp3^YFP-^*^Cre^*Cxxc1*^fl/fl^ surrounding the transcription start site (TSS) and transcriptional terminal site (TES). (**B**) Scatter plot showing methylation levels at 5-kb bins in wild-type (WT) and *Cxxc1*-deficient T_reg_ cells. (**C**) A violin plot showing the methylation levels at different genomic regions in WT and *Cxxc1*-deficient T_reg_ cells. (**D**) Genome browser view showing DNA methylation levels in WT and *Cxxc1*-deficient T_reg_ cells. (**E**) Venn diagrams showing the overlap of H3K4me1 peaks in WT and *Cxxc1*-null T_reg_ cells. (**F**) Genomic distribution of H3K4me1 peaks in WT and *Cxxc1*-null T_reg_ cells. (**G**) Heatmap showing H3K4me1 enrichment in WT and *Cxxc1*-null T_reg_ cells. The top panel of the profile plots shows the average CUT&Tag signals. Heatmaps showing H3K4me3 (**H**) and CXXC1 (**I**) signals centered on TSS covered by H3K4me3 broad domains. The top panel shows the average CUT&Tag signals around indicated domains. (**J**) Representative genome browser view showing the enrichments of FOXP3, CXXC1, and H3K4me3 in T_reg_ cells.

**Figure 7—figure supplement 2.**
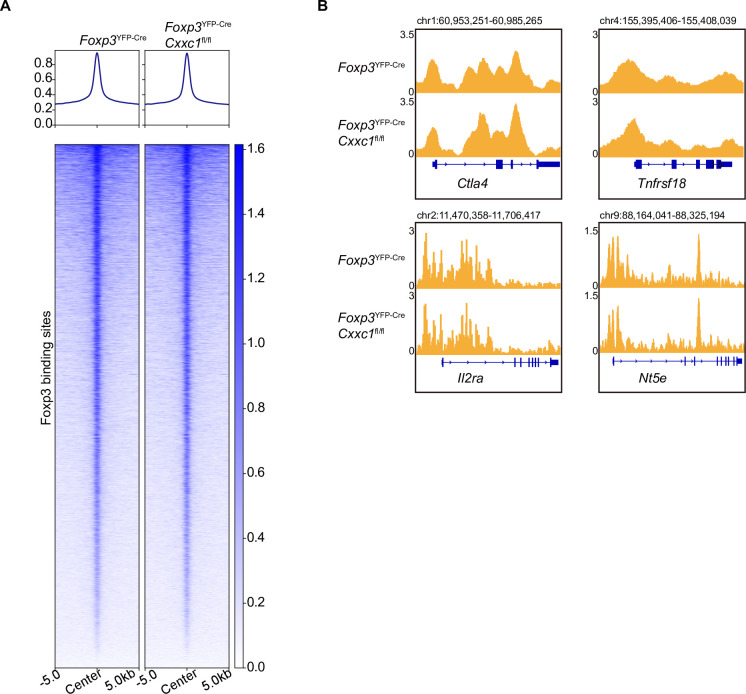
FOXP3-binding profile and enrichment in WT and *Cxxc1*-Null T_reg_ cells. (**A**) Heatmap showing FOXP3 CUT&Tag signals in WT and *Cxxc1*-null T_reg_ cells. The top panel of the profile plots shows the average CUT&Tag signals. (**B**) Representative genome browser views showing enrichment of FOXP3 in WT and *Cxxc1*-null T_reg_ cells.

We previously demonstrated that the FOXP3–CXXC1 complex plays a key role in modulating H3K4me3 deposition at T_reg_-specific gene loci. To further clarify whether *Cxxc1* deletion affects FOXP3 binding to its target genes, we performed CUT&Tag experiments to compare FOXP3-binding profiles between WT and *Cxxc1* KO T_reg_ cells. The results revealed that most FOXP3-bound regions in WT T_reg_ cells were similarly enriched in KO T_reg_ cells, indicating that *Cxxc1* deletion does not impair FOXP3’s DNA-binding ability (Figure 7—figure supplement 2A, B). Together, these findings suggest that the regulatory role of CXXC1 in T_reg_ cells is mediated through its effect on H3K4me3 deposition rather than altering FOXP3’s binding to DNA.

## Discussion

T_reg_ cells specifically express the transcription factor FOXP3, which is essential for maintaining T_reg_ lineage stability and suppressive function (Wan and Flavell, 2007). However, FOXP3 alone is insufficient to fully regulate the transcriptional signature and functionality of T_reg_ cells; its interaction with protein partners is crucial for this regulation. In this study, we identify CXXC1 as a critical epigenetic regulator and functional cofactor of FOXP3. Although CXXC1 is not required for FOXP3’s DNA-binding activity, as evidenced by similar FOXP3-binding patterns in WT and *Cxxc1*-deficient T_reg_ cells (CUT&Tag analysis), it plays an essential role in maintaining H3K4me3 modifications at FOXP3 target loci. By acting as both an epigenetic regulator and a FOXP3 cofactor, CXXC1 ensures the stability of the T_reg_ transcriptional program, highlighting its pivotal role in preserving T_reg_ cell functionality and immune homeostasis.

FOXP3 is known to promote histone H3 acetylation at the promoters and enhancers of its target genes, such as *Il2ra*, *Ctla4*, and *Tnfrsf18*, following T_reg_ cell activation, thereby functioning as a transcriptional activator (Chen et al., 2006; Morikawa et al., 2014). Conversely, FOXP3 can act as a repressor by silencing target genes like *Il2* and *Ifng* through the induction of histone H3 deacetylation, mediated by the recruitment of histone deacetylases and transcriptional co-repressors (Pan et al., 2009; Wang et al., 2015). Additionally, FOXP3 exerts this repression by recruiting the Ezh2-containing polycomb repressive complex to target genes during activation, as FOXP3-repressed genes are associated with H3K27me3 deposition and reduced chromatin accessibility (Arvey et al., 2014; DuPage et al., 2015). In parallel, recent studies have begun to explore the biological significance of H3K4me3 breadth, revealing a positive correlation between H3K4me3 breadth and gene expression (Chen et al., 2015; Liu et al., 2016; Sze et al., 2020). These studies also suggest that H3K4me3 breadth contributes to defining specific cell identities during development and disease, including systemic autoimmune diseases like systemic lupus erythematosus and various cancers (Benayoun et al., 2014; Dahl et al., 2016; Wong et al., 2015; Zhang et al., 2016b; Zhang et al., 2016a). Our study demonstrates that the loss of *Cxxc1* leads to reduced H3K4me3 levels, predominantly in genes with broader peaks, such as *Il2ra*, *Tnfrsf18*, *Ctla4*, and *Icos*, directly impairing their suppressive function in T_reg_ cells.

The T_reg_-specific deletion of *Cxxc1* leads to a rapid and fatal autoimmune disorder, characterized by systemic inflammation and tissue damage, underscoring the essential role of CXXC1 in maintaining immune self-tolerance within T_reg_ cells. Interestingly, despite this severe phenotype, our findings show that H3K4me1 levels were comparable between WT and *Cxxc1*-deficient T_reg_ cells. In contrast, MLL4 is critical for T_reg_ cell development in the thymus, primarily by regulating H3K4me1, though it is not required for peripheral T_reg_ cell function (Placek et al., 2017). Numerous studies investigating the effectors of T_reg_ cell-mediated suppression have identified a wide range of molecules and mechanisms. These include the upregulation of the inhibitory co-stimulatory receptor CTLA-4, which initiates inhibitory signaling; the sequestration of the T cell growth factor IL-2 via CD25; the secretion of inhibitory cytokines, such as interleukin (IL)-10, IL-35, and TGF-β and the activity of ectoenzymes CD39 and CD73 on the T_reg_ cells surface, which convert extracellular ATP, a potent pro-inflammatory mediator, into its anti-inflammatory counterpart, adenosine (Deaglio et al., 2007; Dikiy and Rudensky, 2023). Mechanistically, we demonstrated that CXXC1 interacts with FOXP3 to regulate T_reg_ cell function by trimethylating H3K4 at broad H3K4me3 domains of multiple genes involved in suppressive functions such as *Il2ra, Nt5e, and Ctla4*. Additionally, MLL1, another KMT, controls T_reg_ cell activation and function by specifically regulating H3K4 trimethylation at genes encoding key T_reg_-related molecules such as *Tigit*, *Klrg1*, *Tbx21*, *Cxcr3*, and serves as a crucial epigenetic regulator in establishing a stable Th1-T_reg_ lineage (Wang et al., 2024).

Our findings demonstrate that *Cxxc1*-deficient T_reg_ cells exhibit reduced H3K4me3 levels at T_reg_-specific loci, indicating that CXXC1 plays a critical role in regulating this epigenetic modification. This is consistent with previous studies showing that CXXC1 acts as a non-catalytic component of the Set1/COMPASS complex (Brown et al., 2017; Lee and Skalnik, 2005; Shilatifard, 2012; Thomson et al., 2010), which includes the H3K4 methyltransferases SETD1A and SETD1B, the primary enzymes responsible for H3K4 trimethylation. Based on these insights, we propose that CXXC1 supports H3K4me3 deposition in T_reg_ cells by interacting with and stabilizing the activity of the Set1/COMPASS complex. Further studies are required to directly investigate the interactions between CXXC1 and these methyltransferases in the T_reg_ cell context.

Our findings provide novel insights into the suppressive functions, heterogeneity, and regulatory mechanisms of T_reg_ cells. Maintaining T_reg_ cell homeostasis and function remains a challenge in harnessing T_reg_ cells for the treatment of autoimmune diseases and the prevention of graft rejection.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	*Foxp3*^YFP-Cre^ mice	Gifted from Prof. Bin Li	Shanghai Jiao Tong University	N/A
Strain, strain background (*Mus musculus*)	*Cxxc1*^fl/fl^ mice	The Shanghai Research Center for Model Organisms	N/A	N/A
Strain, strain background (*Mus musculus*)	C57BL/6JGpt-Rag1^em1Cd3259^/Gpt, *Rag1*^−/−^ mice	GemPharmatech	Cat# T004753; RRID:IMSR_GPT:T004753	N/A
Strain, strain background (*Mus musculus*)	2D2 mice	Gifted from Prof. Linrong Lu	Zhejiang University	N/A
Biological sample (*Mus musculus*)	Thymus, lymph node, lung, liver, small intestine lamina propria lymphocytes	This paper	N/A	Freshly isolated tissue
Cell line (*Mus musculus*, mouse)	HEK 293T	ATCC	Cat# ACS-4500; RRID:CVCL_4V93	N/A
Cell line (*Mus musculus*, mouse)	Plat E	Gifted from Prof. Xiaolong Liu	Shanghai Institutes for Biological Sciences	N/A
Antibody	anti-mouse CD16/32 (rat monoclonal)	BioLegend	Cat# 101320; RRID:AB_1574975	(1:200)
Antibody	PE/Cyanine7 anti-TCR-β (hamster monoclonal)	BioLegend	Cat# 109222; RRID:AB_893625	(1:400)
Antibody	PE/Cyanine7 anti-KLRG1(hamster monoclonal)	BioLegend	Cat# 138416; RRID:AB_2561736	(1:100)
Antibody	APC-eFluo 780 anti-CD4 (rat monoclonal)	Invitrogen	Cat# 47-0042-82; RRID:AB_1272183	(1:400)
Antibody	PE anti-CD152 (CTLA4) (hamster monoclonal)	BioLegend	Cat# 106306; RRID:AB_313255	(1:100)
Antibody	PE anti-CD278 (ICOS) (hamster monoclonal)	BioLegend	Cat# 107706; RRID:AB_313335	(1:100)
Antibody	PE anti-CD357 (GITR) (rat monoclonal)	BioLegend	Cat# 126310; RRID:AB_1089132	(1:100)
Antibody	PE anti-CD69 (hamster monoclonal)	Invitrogen	Cat# 12-0691-83; RRID:AB_ 465733	(1:400)
Antibody	PE anti-CD25 (rat monoclonal)	BioLegend	Cat# 102008; RRID:AB_312856	(1:400)
Antibody	Brilliant Violet 650 anti-mouse CD8a (rat monoclonal)	BioLegend	Cat# 100742; RRID:AB_2563056	(1:400)
Antibody	APC anti-TCR V beta 11 (rat monoclonal)	Invitrogen	Cat# 17-5827-82; RRID:AB_2573226	(1:400)
Antibody	APC/Cyanine7 anti-CD44 (rat monoclonal)	BioLegend	Cat# 103028; RRID:AB_830785	(1:400)
Antibody	APC anti-CD62L (rat monoclonal)	BioLegend	Cat# 104412; RRID:AB_313099	(1:400)
Antibody	APC anti-Foxp3 (rat monoclonal)	Invitrogen	Cat# 17-5773-82; RRID:AB_469457	(1:100)
Antibody	Pacific Blue anti-IFN-γ (rat monoclonal)	BioLegend	Cat# 505818; RRID:AB_893526	(1:100)
Antibody	PE anti-IL-4 (rat monoclonal)	Invitrogen	Cat# 12-7041-82; RRID:AB_466156	(1:100)
Antibody	PE-Cyanine7 anti-IL-17A (rat monoclonal)	Invitrogen	Cat# 25-7177-82; RRID:AB_10732356	(1:100)
Antibody	PE anti- T-bet (mouse monoclonal)	Invitrogen	Cat# 12-5825-82; RRID:AB_925761	(1:100)
Antibody	BV421 anti-PD-1 (hamster monoclonal)	BD	Cat# 562584; RRID:AB_2737668	(1:100)
Antibody	APC anti-CD45RB (rat monoclonal)	BioLegend	Cat# 103319; RRID:AB_2565228	(1:100)
Antibody	PE anti-CD73 (rat monoclonal)	BioLegend	Cat# 127205; RRID:AB_ 2154094	(1:100)
Antibody	PerCPCy5.5 anti-Ki-67(mouse monoclonal)	BD	Cat# 561284; RRID:AB_10611574	(1:200)
Antibody	Anti-Cxxc1 (Rabbit monoclonal)	Abcam	Cat# ab198977 RRID:AB_3101764	WB (1:1000), IF (1:100)
Antibody	Anti-Foxp3 (mouse monoclonal)	Invitrogen	Cat# 14-4774-82; RRID:AB_467552	WB (1:1000)
Antibody	Anti-Flag (Rabbit monoclonal)	Cell Signaling	Cat# 14793; RRID:AB_2572291	WB (1:1000)
Antibody	Anti-HA (Rabbit monoclonal)	Cell Signaling	Cat# 3724S RRID:AB_1549585	WB (1:1000)
Antibody	anti-H3K4me3 (Rabbit Polyclonal)	Active Motif	Cat# 39016 RRID:AB_2687512	CUT&Tag (1:50)
Antibody	anti-FOXP3 (Rabbit Polyclonal)	Abcam	Cat# ab150743	CUT&Tag (1:50)
Antibody	Normal Rabbit IgG (Rabbit Polyclonal)	Cell Signaling	Cat# 2729 RRID:AB_1031062	CUT&Tag (1:50)
Antibody	HRP-conjugated anti-mouse IgG	SouthernBiotech	Cat# 1033-05 RRID:AB_2737432	(1:2000)
Antibody	HRP-conjugated anti-mouse IgE	SouthernBiotech	Cat# 1110-05 RRID:AB_2794604	(1:2000)
Antibody	Anti-Mo CD3e (hamster monoclonal)	Invitrogen	Cat# 16-0031-85; RRID:AB_468848	2 μg/ml
Antibody	Anti-Mo CD28 (hamster monoclonal)	Invitrogen	Cat# 16-0281-85; RRID:AB_468922	3 μg/ml
Antibody	Anti-mouse IFN-γ (rat monoclonal)	BioLegend	Cat# 505847; RRID:AB_2616675	10 μg/ml
Antibody	Anti-mouse IL-12 (rat monoclonal)	BioLegend	Cat# 505309; RRID:AB_2783330	10 μg/ml
Antibody	Anti-mouse IL-4 (rat monoclonal)	BioLegend	Cat# 504135; RRID:AB_2750404	10 μg/ml
Sequence-based reagent	*Cxxc1* genotyping Forward	This paper	Genotyping PCR primer	CGAGAGATGAAGAGGAGCCA
Sequence-based reagent	*Cxxc1* genotyping Reverse	This paper	Genotyping PCR primer	CACAAAGATAGGCTCCATCC
Sequence-based reagent	*Foxp3*^YFP-Cre^ WT genotyping Forward	This paper	Genotyping PCR primer	CTATGGAAACCGGGCGATGA
Sequence-based reagent	*Foxp3*^YFP-Cre^ WT genotyping Reverse	This paper	Genotyping PCR primer	AGTGGCAAGTGAGACGTGGG
Sequence-based reagent	*Foxp3*^YFP-Cre^ genotyping Forward	This paper	Genotyping PCR primer	AGGATGTGAGGGACTACCTCCTGTA
Sequence-based reagent	*Foxp3*^YFP-Cre^ genotyping Reverse	This paper	Genotyping PCR primer	TCCTTCACTCTGATTCTGGCAATTT
Sequence-based reagent	*Actb* qPCR Forward	This paper	qRT-PCR primer	CTGTCCCTGTATGCCTCTG
Sequence-based reagent	*Actb* qPCR Reverse	This paper	qRT-PCR primer	ATGTCACGCACGATTTCC
Sequence-based reagent	*Cxxc1* qPCR Forward	This paper	qRT-PCR primer	CTGTGGAGAAGATTTGTGGG
Sequence-based reagent	*Cxxc1* qPCR Reverse	This paper	qRT-PCR primer	TCTTGTTGTCTAGAGTGGCGATCT
Recombinant DNA reagent	pCMV-C-HA plasmid	This paper	N/A	N/A
Recombinant DNA reagent	p3×Flag-CMV7.1 plasmid	This paper	N/A	N/A
Commercial assay or kit	MojoSort Mouse CD4 T Cell Isolation Kit	BioLegend	Cat# 480005	N/A
Commercial assay or kit	MojoSort Mouse CD4 Naive T Cell Isolation Kit	BioLegend	Cat# 480039	N/A
Commercial assay or kit	RNeasy Plus Mini Kit	QIAGEN	Cat# 74134	N/A
Commercial assay or kit	TruePrep DNA Library Prep Kit V2 for Illumina	Vazyme	Cat# TD501	N/A
Commercial assay or kit	Hyperactive In-Situ ChiP Library Prep Kit for Illumina	Vazyme	Cat# TD901	N/A
Commercial assay or kit	ClonExpress II One Step Cloning Kit	Vazyme	Cat# C112-01	N/A
Commercial assay or kit	E.Z.N.A. Endo-free Plasmid Mini Kit II	Omega	Cat# D6950-02	N/A
Commercial assay or kit	BD Mouse Immune Single-Cell Multiplexing Kit	BD	Cat# 633793	N/A
Commercial assay or kit	BD Mouse Immune Single-Cell Multiplexing Kit	BD	Cat# 633801	N/A
Recombinant protein	IL-2	Peprotech	Cat# AF-212-12-20ug	50 U/ml
Recombinant protein	TGF-β	Peprotech	Cat# 100-21C-250ug	5 ng/ml
Chemical compound, drug	PMA	Sigma-Aldrich	Cat# P1585	50 ng/ml
Chemical compound, drug	Ionomycin	Sigma-Aldrich	Cat# I3909	1 μg/ml
Peptide	MOG35-55	ChinaPeptides	N/A	2 mg/ml
Software, algorithm	GraphPad Prism v8	GraphPad	RRID:SCR_002798	https://www.graphpad.com/
Software, algorithm	FlowJo v10	TreeStar	RRID:SCR_008520	https://www.flowjo.com/flowjo/overview
Software, algorithm	R version v4.0.2	R Core	RRID:SCR_001905	http://www.r-project.org/
Software, algorithm	Adobe Illustrator	Adobe	RRID:SCR_010279	https://www.adobe.com/products/illustrator.html

### Mice

All mice used in this study were bred for a minimum of seven generations on a C57BL/6 background. Mouse experiments, or cells from mice of the same genotype, compared littermates or age-matched control animals. The *Cxxc1*^fl/fl^ mouse strain has been previously described (Cao et al., 2016). The *Foxp3*^YFP-Cre^ mice (JAX,016959) were generously provided by Bin Li (Shanghai Jiao Tong University School of Medicine, Shanghai, China). CD45.1 (NM-KI-210226) mice were purchased from the Nanjing Biomedical Research Institute of Nanjing University. *Rag1^−/−^* mice (stock# T004753) were purchased from GemPharmatech. 2D2 (MOG35-55-specific TCR transgenic) mice were graciously supplied by Prof. Linrong Lu (Zhejiang University School of Medicine, Hangzhou, Zhejiang, China). In our study, *Foxp3*^YFP-Cre^ (WT) and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ (cKO) mice, which were sex matched, were used at 3 weeks of age unless otherwise specified. The numbers of mice per experimental group are indicated in the figure legends. All mice were housed in the Zhejiang University Laboratory Animal Center under specific pathogen-free conditions, and all animal experimental procedures were approved by the Zhejiang University Animal Care and Use Committee (approval no.ZJU20230246).

### Cell culture

HEK 293T cells (ACS-4500) were obtained from ATCC, and Plat E cells were kindly provided by Prof. Xiaolong Liu (Shanghai Institutes for Biological Sciences). Their identity has been authenticated by the supplier and regular mycoplasma checks were performed. Both cell lines were cultured in Dulbecco-modified Eagle medium (DMEM) containing 10% (vol/vol) fetal bovine serum (FBS), supplemented with 1% penicillin/streptomycin.

### Immunofluorescence staining

As previously described (Zhou et al., 2023), coverslips were treated with a 0.01% poly-L-lysine solution (P4707; Sigma) for 10 min, air-dried, and then coated with CD4^+^ YFP^+^ T_reg_ cells. The cells were then fixed in 4% formaldehyde for 15 min at room temperature, permeabilized with 0.2% Triton X-100, and blocked with 1% BSA. Antibodies against CXXC1 (ab198977; Abcam) and FOXP3 (17-5773-82; Invitrogen) were diluted in Image iT FX signal enhancer (I3693; Invitrogen) and incubated with cells overnight at 4°C. After washing with phosphate-buffered saline (PBS), the cells were incubated with a goat anti-rabbit antibody Alexa Fluor 594 (1:250;10015289; Invitrogen) secondary antibody and stained with DAPI (200 ng/ml; D523; Dojindo). Slides were washed with PBS and sealed with an antifade solution (P36934; Invitrogen) before imaging with an Olympus FV3000 fluorescence microscope. The images were visualized using the FV31-SW software.

### Co-immunoprecipitation and western blot

Harvest the appropriate transfected cell lines and primary cells from culture and wash them with ice-cold PBS. Lyse the cells in NETN300 buffer (300 mM NaCl, 0.5 mM EDTA, 0.5% (vol/vol) NP-40, 20  mM Tris-HCl pH 8.0) supplemented with a protease inhibitor (1:100, P8340, Sigma-Aldrich) and PMSF (1 mM) on ice for 10 min. Take a small portion of the whole-cell lysate as input, and incubate the remaining lysate with either Anti-FLAG M2 Beads (M8823; Sigma) or Anti-HA Beads (HY-K0201; MCE) on a rotator at 4°C overnight. For the endogenous Co-IP assay targeting CXXC1 and FOXP3, incubate the cell lysate with protein G magnetic beads along with anti-CXXC1 (ab198977; Abcam) or anti-FOXP3 (14-4774-82; Invitrogen) antibodies on a rotator at 4°C overnight. Wash the beads three times with IP buffer (100  mM NaCl, 0.5  mM EDTA, 0.5% (vol/vol) NP-40, 20  mM Tris-HCl pH 8.0) to remove non-specific binding. Boil the washed beads with 1× Laemmli sample buffer (1610747; Bio-Rad) to elute the bound proteins. Separate the denatured proteins by SDS–PAGE. Transfer the separated proteins onto PVDF membranes (Millipore) for immunoblotting.Immunoblot the PVDF membranes (IPVH00010) with the following antibodies: anti-CXXC1 (1:1000; ab198977; Abcam), anti-FOXP3 (1:500; 14-7979-80; Invitrogen), anti-FlAG (1:1000; 14793; Cell Signaling Technology), anti-HA (1:1000; 3724S; Cell Signaling Technology). Detect the immunoblotted proteins using a secondary HRP-conjugated goat anti-rabbit antibody (1:1000; HA1001-100; Huabio) and visualize the bands using an appropriate detection method.

### ELISA

Serum samples from 3-week-old WT and KO mice were analyzed for total IgG and IgE concentrations using ELISA kits (88-50630-88; eBioscience) according to the manufacturer’s instructions. Half-area ELISA plates were coated with Coating Buffer and incubated overnight at 4°C. After washing with PBST (PBS, 1 mM EDTA, 0.05% Tween-20), the plates were blocked with 5% BSA in PBS for 30 min at room temperature. Serum was diluted to the appropriate concentration with blocking buffer and incubated overnight at 4°C. After washing with PBST, the plates were incubated with HRP-conjugated anti-mouse IgG (1033-05; SouthernBiotech) and IgE (1110-05; SouthernBiotech) antibodies (1:2000 in 1% BSA/PBST) at 37°C for 1 hr. Following washing, TMB substrate was added, and the reaction was stopped with 2 M H_2_SO_4_ after sufficient color development (1–15 min). Absorbance at 450 nm was measured within 30 min.

### Lymphocyte isolation and flow cytometry

Cells from lymphoid organs were prepared by mechanical disruption between frosted slides, while non-lymphoid organs were processed enzymatically. For lung tissue, minced samples were digested in RPMI containing 100 μg/ml DNase I (9003-98-9; Sigma-Aldrich) and 2 mg/ml Collagenase D (LS004188; Worthington Biochemical) at 37°C for 1.5 hr. Liver tissue was minced and digested in RPMI supplemented with 100 μg/ml DNase I and 1 mg/ml Collagenase D at 37°C for 30 min, with lymphocytes isolated using a 40–70% Percoll (GE Healthcare) gradient. For intestinal tissue, the samples were first incubated in DMEM containing 3% FBS, 0.2% HEPES, 0.5 M EDTA, and 0.145 mg/ml dithiothreitol for 10 min. This was followed by digestion with 50 mg/ml DNase I and 145 mg/ml Collagenase II (Worthington Biochemical) in DMEM at 37°C for 5 min. Lymphocytes were then isolated using an 80% and 40% Percoll gradient.

For surface marker analysis, cells were incubated for 15 min with purified anti-mouse CD16/32 antibody (101320; BioLegend) to block Fc receptors. After blocking, cells were stained with the indicated antibodies for surface markers. To determine cytokine expression, cells were stimulated for 4 hr at 37°C with phorbol12-myristate13-acetate (50 ng/ml; S1819; Beyotime), ionomycin (1 mg/ml; S1672; Beyotime), and brefeldin A (BFA;00-4506-51; Invitrogen). After stimulation, cells were labeled with a fixable viability dye and surface markers. Cells were then fixed and permeabilized according to the manufacturer’s instructions (00-8222-49; Invitrogen). For transcription factor staining, samples were fixed using the FOXP3/Transcription Factor Staining Buffer Set (00-5523-00; Invitrogen). Flow cytometry was conducted using a BD Fortessa (BD Biosciences) or LongCyte (Beijing Challen Biotechnology Co, Ltd) system. Flow cytometry data were acquired and analyzed using FlowJo software.

The following antibodies were purchased from Invitrogen or BioLegend: Zombie Violet fixable viability (423113), Zombie NIR fixable (423105), CD25 (PC61), CD8α (53-6.7), CD62L (MEL-14), PD-1 (J43), CD44 (IM7), IL-17A (TC1118H10), KL-RG1 (2F1), CD4 (GK1.5), TCRβ (H57-597), IFN-γ (XMG1.2), FOXP3 (FJK-16s), CTLA-4 (UC10-4B9), ICOS (15F9), GITR (DTA-1), TCRVβ11 (RR3-15), CD45RB (C363-16A) CD69 (H1.2F3), T-bet (eBio4B10), IL-4 (11B11), and CD73 (TY/11.8).

### Real-time PCR

Total RNA was extracted from T_reg_ cells using the RNAAiso Plus (9109; Takara) reagent according to the manufacturer’s instructions, and cDNA synthesis was performed using the Prime Script RT Reagent Kit (Takara). TB Green Premix Ex Taq (RR420A; Takara) was used for quantitative real-time PCR (qPCR). The expression levels of target mRNA were normalized to the level of *Actb* expression. The primers for qPCR are as follows:

*Cxxc1* qPCR Forward: ATCCGGGAATGGTACTGTCG
*Cxxc1* qPCR Reverse: CTGTGGAGAAGATTTGTGGG
*Actb* qPCR Forward: CTGTCCCTGTATGCCTCTG
*Actb* qPCR Reverse: ATGTCACGCACGATTTCC

### CD4^+^T and YFP^+^ T_reg_ cells adoptive transfer in EAE

CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice were enriched using the Mouse CD4 T Cell Isolation Kit (480005; BioLegend) and then sorted using the BD Aria II flow cytometer. Naive CD4^+^T cells from 2D2 (MOG35-55-specific TCR transgenic) mice were isolated using the Mouse CD4 Naive T cell Isolation Kit480039 (480039; BioLegend). As previously described (Chou et al., 2021), 2D2 naive CD4^+^ T cells alone (5 × 10^5^ per mouse), or 2D2 naive CD4^+^ T cells (5 × 10^5^ per mouse) together with WT or *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ T_reg_ cells (2 × 10^5^ per mouse), were transferred into *Rag1^−/−^* mice via the tail vein. One day after cell transfer, the recipient mice were inoculated subcutaneously (s.c.) with 200 μg MOG35-55 peptide (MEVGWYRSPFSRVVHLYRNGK; GenemeSynthesis) emulsified in complete Freund’s adjuvant (F5506; Sigma). Intravenous administration of 200 ng of Pertussis toxin (181; List Biological Laboratories) was performed on days 0 and 2 after peptide inoculation. The severity of EAE was monitored and blindly graded using a clinical score from 0 to 5: 0, no clinical signs; 1, limp tail; 2, paraparesis (weakness, incomplete paralysis of one or two hind limbs); 3, paraplegia (complete paralysis of two hind limbs); 4, paraplegia with forelimb weakness or paralysis; 5, dying or death.

### Isolation lymphocytes from the CNS

On day 14 after EAE induction, mice were perfused with transcardially administered PBS to eliminate contaminating blood cells in the CNS. The forebrain and cerebellum were dissected to expose the spinal cord, which was then carefully removed from the spinal canal. The fresh spinal cord was harvested and cut into 2 mm pieces. The CNS tissue pieces were homogenized using a syringe and passed through a 70-µM cell strainer to obtain a single-cell suspension. The single-cell suspension was digested with collagenase D (2 μg/ml; 11088858001; Roche) and deoxyribonuclease I (DNase I; 1 μg/ml; DN25; Sigma-Aldrich) at 37°C for 20 min under rotation. After digestion, the cell suspension was centrifuged to pellet the cells. The cell pellets were resuspended in 40% Percoll and layered onto a discontinuous Percoll gradient. Centrifugation at 80% Percoll allowed for the separation of cells at the 40–80% Percoll interface, which were collected as CNS mononuclear cells. The collected CNS mononuclear cells were washed with PBS to remove any remaining Percoll. CNS mononuclear cells were stimulated for 4 hr with PMA and ionomycin in the presence of Brefeldin A to induce cytokine production. After stimulation, cells were fixed, rendered permeable, and stained with appropriate antibodies for intracellular cytokine detection.

### Histological analyses

The lungs, skin, liver, and colon were excised from 3-week-old mice. Prior to histological analysis, the samples were fixed in formalin, embedded in paraffin, and stained with hematoxylin and eosin (H&E). For CNS histology, spinal cords were fixed in 4% paraformaldehyde, paraffin-embedded, sectioned, and stained with Luxol Fast Blue and H&E. To examine colon histology, colons from *Rag1^−/−^* hosts were similarly processed and stained with H&E.

### Adoptive transfer colitis model

Colitis was induced following the protocol described (Zeng et al., 2013). In brief, CD4^+^ YFP^+^ T_reg_ cells were isolated from 3-week-old CD45.2^+^ *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ and CD45.2^+^ *Foxp3*^YFP-Cre^ mice. A total of 2 × 10^5^ T_reg_ cells from each group were mixed with 4 × 10^5^ T_eff_ cells (CD45.1^+^CD4^+^CD45RB^hi^) sorted from CD45.1^+^ mice and transferred into the *Rag1^−/−^* mice via intraperitoneal injection. T_eff_ cells alone were transferred as a control group. Mouse body weight was measured weekly post-adoptive transfer. The percentage change in body weight was calculated by comparing the current weight with the initial weight on day 0. Mice were euthanized when any had reached 80% of their initial body weight. The large intestines were sectioned into 4 μm thick slices and stained with hematoxylin.

### In vitro T_reg_ suppression assay

Naive CD4^+^ T cells isolated from WT mice were labeled with CFSE (C34554; Invitrogen). CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ mice were cultured with naive CD4^+^ T cells (1 × 10^5^ cells) at various ratios in the presence of 2 μg/ml anti-CD3 (16-0031-85; Invitrogen) and 3 μg/ml anti-CD28 (16-0281-85; Invitrogen). On day 3, cells were analyzed by flow cytometry.

### CUT&Tag

CUT&Tag assays of CD4^+^YFP^+^ T_reg_ cells were conducted as previously described (Dan et al., 2020). Briefly, approximately 1 × 10^5^ single cells were carefully pipetted into wash buffer twice. The pelleted cells were resuspended in wash buffer, activated concanavalin (BP531; Bangs Laboratories), and incubated for 15 min at room temperature. Cells bound to the beads were resuspended in Dig-Wash Buffer and incubated with a 1:50 dilution of primary antibodies (rabbit anti-H3K4me3, Active Motif,39016; rabbit anti-CXXC1, abcam, ab198977; rabbit anti-FOXP3, abcam, ab 150743;normal IgG, Cell Signaling, 2729) at 4°C overnight. The beads were incubated with a secondary antibody (goat anti-rabbit IgG; SAB3700883; Sigma-Aldrish) diluted 1:100 in Dig-Wash buffer for 60 min at room temperature. Cells were treated with Hyperactive pG-Tn5 Transposase (S602; Vazyme) diluted in Dig-300 Buffer for 1 hr at room temperature. The cells were subsequently resuspended in Tagmentation buffer (10 mM MgCl_2_ in Dig-300 Buffer) and incubated at 37°C for 1 hr. To halt tagmentation, 10 μl was spiked with 0.5 M EDTA, 3 μl with 10% SDS, and 3 μl with 20 mg/ml Proteinase K and incubated at 55°C for 1 hr. DNA library amplification was performed according to the manufacturer’s instructions and purified using VAHTS DNA Clean Beads (N411; Vazyme). Libraries were sequenced on the Illumina NovaSeq platform (Annoroad Gene Technology).

### CUT&Tag and ChIP-seq data analysis

FOXP3 ChIP-seq data was obtained from GSE121279. H3K27me3 ChIP-seq data was obtained from GSE14254. CUT&Tag and ChIP-seq reads were trimmed to 50 bp and aligned against the mouse genome build mm9 using Bowtie2 (v2.3.4.1) with default parameters. All PCR duplicates and unmapped reads were removed. Peak calling was performed using MACS2 (v2.1.1.20160309) and signal tracks for each sample were generated using the ‘wigToBigWig’ utility of UCSC. We classified the H3k4me3 peaks around TSSs into three groups: broad (>5 kb), medium (1–5 kb), and narrow (<1 kb). The top 5% of the widest peaks were considered as broad peaks. The average intensity profiles were generated using deepTools (v2.5.4). Motif analysis was performed using the ‘findmotifsGenome.pl’ command inHomer2 package. Epigenetic factors were identified using the Epigenetic Factor Database (https://epifactors.autosome.org/) and then screened for those that exclusively regulate the expression of their target genes by modulating the deposition of H3K4me3. Genomic distribution was analyzed using the ‘genomation’ R package. GO pathway analysis was performed using the ‘clusterProfiler’ R package. The sequencing information of CUT&Tag data generated in this study is summarized in Supplementary file 1a.

### Clustering analysis

Promoters were defined as ±2 kb regions flanking the annotated TSS. Reads in promoters were counted using the ‘coverage’ command in bedtools (v2.26.0) and further normalized to RPKM. The k-means clustering of H3K4me3 and H3K27me3 enrichment at promoters was conducted using the ‘kmeans’ function in R.

### RNA-seq and data analysis

Total RNA was extracted from sorted CD4^+^YFP^+^ T_reg_ cells isolated from both het-WT and het-KO mice using the RNeasy Plus Mini Kit (QIAGEN, #74134), following the manufacturer’s protocol. RNA-seq libraries were constructed and sequenced by Haplox (Nanchang, China), using an Illumina platform with paired-end reads of 150 bp. RNA-seq data of WT T_reg_ cells was obtained from GSE82076. Raw reads were trimmed to 50 bp and mapped to the mouse genome (mm9) using TopHat (v2.1.1) with default parameters. Only uniquely mapped reads were kept for downstream analysis. The RNA abundance of each gene was quantified using Cufflinks (v2.2.1). For het-WT and het-KO RNA-seq data, gene counts were generated using HTSeq-count. For each sample, the gene count matrices were merged together and then the ‘Trimmed Mean of M values’ normalization (TMM) method was used to calculate the normalized expression. p values were generated using ‘edgeR’ R package. RNA-seq data generated in this study is summarized in Supplementary file 1b.

### Single-cell RNA-sequencing

A total of 300,000 sort-purified CD4^+^YFP^+^ T_reg_ cells from *Foxp3*^YFP-Cre^ and *Foxp3*^YFP-Cre^*Cxxc1*^fl/fl^ were resuspended in BD Pharmingen Stain Buffer (FBS) (554656; BD). Single cells were isolated using a chromium controller (BD platform, BD Bioscience) according to the manufacturer’s instructions, as previously described (Chen et al., 2023). The single cells were labeled with sample tags using the BD Mouse Immune Single-Cell Multiplexing Kit (633793; BD). Following standard protocols, cDNA amplification and library construction were performed to generate scRNA-seq libraries.

### Targeted scRNA-seq data processing

The raw FASTQ files were processed by BD Rhapsody using the Targeted analysis pipeline. After alignment and filtering, the distribution-based error correction-adjusted molecules were loaded into R Studio (version 4.3.2). All subsequent analyses were performed using the package Seurat (version 4.4.0) with default parameters. Specifically, the scRNA-seq data counts were log-normalized. All targeted genes were scaled and then were used for principal components analysis. The batch effects were removed by the HarmonyMatrix function in the Harmony package (version 1.1.0). The first 20 principal components were used to calculate nonlinear dimensionality reduction using RunUMAP. DGEs between clusters was assessed using the FindAllMarkers function. The clusters were then annotated based on DGEs. Barplots were generated using ggplot2 (version 3.4.4). Heatmaps were generated using pheatmap (version 1.0.12).

### Analysis of the single-cell TCR-seq repertoire

Raw V(D)J fastq reads were processed using BD Rhapsody Pipeline and then were analyzed using scRepertoire (version 1.12.0). The TCR clonotype was called using the nucleotide sequence of the CDR3 region for both TCR alpha and beta chains. For cells with multiple chains, the top two clonotypes with the highest expression were selected for downstream analysis. Clonal overlap between different cell types was calculated using the clonalOverlap function of scRepertoire. A clonotype was defined as expansion if it could be detected in at least two cells.

### scRNA-seq trajectory analysis

UMAP embeddings obtained from the Seurat package were projected into the Slingshot (version 2.10.0) package to construct pseudotime Trajectories for T_reg_ cells. Naive subsets were set as the root state.

### WGBS and data analysis

Sorted CD4^+^YFP^+^ T_reg_ cells (3 × 10^6^) were lysed in cell lysis buffer to release DNA. The bisulfite-treated DNA was used to prepare the sequencing library. DNA libraries were transferred to the Illumina Platform for sequencing using 150 bp paired-end reads. Raw reads were trimmed using TrimGalore (v0.4.4) with default parameters. Subsequently, the reads were mapped against the mm9 reference genome using Bismark v0.19.0 with parameters ‘--bowtie2’. PCR duplicates were removed and the methylation levels were calculated using ‘bismark_methylation_extractor’. We calculated the mean CpG methylation levels of various genome elements: promoter, 5′-UTR, exon, intron, 3′-UTR, genebody, intergenic, CGIs, and repeats using in-house scripts. The sequencing information of WGBS data generated in this study is summarized in Supplementary file 1c.

### Statistical analysis

The statistical significance analysis was performed using Prism 8.0 (GraphPad). Error bars are presented as mean ± SD. p values of <0.05 were deemed statistically significant (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001). Statistical analyses were performed with an unpaired *t*-test, multiple unpaired *t*-tests, or two-way ANOVA and Holm–Sidak post hoc test.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE256436 and GSE254883. All scripts used in these analyses have been made publicly available on GitHub (copy archived at Shen, 2025). All data generated or analyzed during this study are included in the manuscript and supporting files; source data files have been provided. The following datasets were generated: MengX ZhuY ShenL WangL 2025CxxC-finger protein 1 regulates Treg fragility associated with H3K4me3 breadthNCBI Gene Expression OmnibusGSE256436 MengX ZhuY LiuK WangL 2025Single-cell transcriptomic analysis Treg cells in peripheral lymph nodesNCBI Gene Expression OmnibusGSE254883 The following previously published datasets were used: KonopackiC PritykinY RubtsovY LeslieC RudenskyA 2019RNA-seq and ChIP-seq to study how transcription factor Foxp1 regulates Foxp3 binding to chromatin and coordinates regulatory T cell functionNCBI Gene Expression OmnibusGSE12127910.1038/s41590-018-0291-zPMC753489930643266 WeiG WeiL ZhuJ ZangC Hu-LiJ YaoZ CuiK KannoY RohT WatfordWT SchonesDE PengW SunH PaulWE O'SheaJJ ZhaoK 2009Global Mapping of Histone H3 K4 and K27 Trimethylation: Lineage Fate Determination of Differentiating CD4+ T CellsNCBI Gene Expression OmnibusGSE1425410.1016/j.immuni.2008.12.009PMC272250919144320 GhoshS OhH 2017An NF-κB-dependent, lineage-specific transcriptional program regulates Treg identity and function [RNA-seq]NCBI Gene Expression OmnibusGSE82076

## References

[bib1] Arvey A, van der Veeken J, Samstein RM, Feng Y, Stamatoyannopoulos JA, Rudensky AY (2014). Inflammation-induced repression of chromatin bound by the transcription factor Foxp3 in regulatory T cells. Nature Immunology.

[bib2] Benayoun BA, Pollina EA, Ucar D, Mahmoudi S, Karra K, Wong ED, Devarajan K, Daugherty AC, Kundaje AB, Mancini E, Hitz BC, Gupta R, Rando TA, Baker JC, Snyder MP, Cherry JM, Brunet A (2014). H3K4me3 breadth is linked to cell identity and transcriptional consistency. Cell.

[bib3] Brown DA, Di Cerbo V, Feldmann A, Ahn J, Ito S, Blackledge NP, Nakayama M, McClellan M, Dimitrova E, Turberfield AH, Long HK, King HW, Kriaucionis S, Schermelleh L, Kutateladze TG, Koseki H, Klose RJ (2017). The set1 complex selects actively transcribed target genes via multivalent interaction with cpg island chromatin. Cell Reports.

[bib4] Butler JS, Lee JH, Skalnik DG (2008). CFP1 interacts with DNMT1 independently of association with the Setd1 Histone H3K4 methyltransferase complexes. DNA and Cell Biology.

[bib5] Butler JS, Palam LR, Tate CM, Sanford JR, Wek RC, Skalnik DG (2009). DNA Methyltransferase protein synthesis is reduced in CXXC finger protein 1-deficient embryonic stem cells. DNA and Cell Biology.

[bib6] Cao W, Guo J, Wen X, Miao L, Lin F, Xu G, Ma R, Yin S, Hui Z, Chen T, Guo S, Chen W, Huang Y, Liu Y, Wang J, Wei L, Wang L (2016). CXXC finger protein 1 is critical for T-cell intrathymic development through regulating H3K4 trimethylation. Nature Communications.

[bib7] Chen C, Rowell EA, Thomas RM, Hancock WW, Wells AD (2006). Transcriptional regulation by Foxp3 is associated with direct promoter occupancy and modulation of histone acetylation. The Journal of Biological Chemistry.

[bib8] Chen K, Chen Z, Wu D, Zhang L, Lin X, Su J, Rodriguez B, Xi Y, Xia Z, Chen X, Shi X, Wang Q, Li W (2015). Broad H3K4me3 is associated with increased transcription elongation and enhancer activity at tumor-suppressor genes. Nature Genetics.

[bib9] Chen J, Liu K, Luo Y, Kang M, Wang J, Chen G, Qi J, Wu W, Wang B, Han Y, Shi L, Wang K, Han X, Ma X, Liu W, Ding Y, Wang L, Liang H, Wang L, Chen J (2023). Single-cell profiling of tumor immune microenvironment reveals immune irresponsiveness in gastric signet-ring cell carcinoma. Gastroenterology.

[bib10] Chou W-C, Guo Z, Guo H, Chen L, Zhang G, Liang K, Xie L, Tan X, Gibson SA, Rampanelli E, Wang Y, Montgomery SA, Brickey WJ, Deng M, Freeman L, Zhang S, Su MA, Chen X, Wan YY, Ting JP-Y (2021). AIM2 in regulatory T cells restrains autoimmune diseases. Nature.

[bib11] Dahl JA, Jung I, Aanes H, Greggains GD, Manaf A, Lerdrup M, Li G, Kuan S, Li B, Lee AY, Preissl S, Jermstad I, Haugen MH, Suganthan R, Bjørås M, Hansen K, Dalen KT, Fedorcsak P, Ren B, Klungland A (2016). Broad histone H3K4me3 domains in mouse oocytes modulate maternal-to-zygotic transition. Nature.

[bib12] Dan L, Sun Y, Song J, Yin Q, Zhang G, Qi F, Hu Z, Yang Z, Zhou Z, Hu Y, Zhang L, Ji J, Zhao X, Jin Y, McNutt MA, Yin Y (2020). The phosphatase PAC1 acts as a T cell suppressor and attenuates host antitumor immunity. Nature Immunology.

[bib13] Deaglio S, Dwyer KM, Gao W, Friedman D, Usheva A, Erat A, Chen J-F, Enjyoji K, Linden J, Oukka M, Kuchroo VK, Strom TB, Robson SC (2007). Adenosine generation catalyzed by CD39 and CD73 expressed on regulatory T cells mediates immune suppression. The Journal of Experimental Medicine.

[bib14] Dikiy S, Rudensky AY (2023). Principles of regulatory T cell function. Immunity.

[bib15] DuPage M, Chopra G, Quiros J, Rosenthal WL, Morar MM, Holohan D, Zhang R, Turka L, Marson A, Bluestone JA (2015). The chromatin-modifying enzyme Ezh2 is critical for the maintenance of regulatory T cell identity after activation. Immunity.

[bib16] Fontenot JD, Gavin MA, Rudensky AY (2003). Foxp3 programs the development and function of CD4+CD25+ regulatory T cells. Nature Immunology.

[bib17] Fu W, Ergun A, Lu T, Hill JA, Haxhinasto S, Fassett MS, Gazit R, Adoro S, Glimcher L, Chan S, Kastner P, Rossi D, Collins JJ, Mathis D, Benoist C (2012). A multiply redundant genetic switch “locks in” the transcriptional signature of regulatory T cells. Nature Immunology.

[bib18] Gokhale AS, Gangaplara A, Lopez-Occasio M, Thornton AM, Shevach EM (2019). Selective deletion of Eos (Ikzf4) in T-regulatory cells leads to loss of suppressive function and development of systemic autoimmunity. Journal of Autoimmunity.

[bib19] Hill JA, Feuerer M, Tash K, Haxhinasto S, Perez J, Melamed R, Mathis D, Benoist C (2007). Foxp3 transcription-factor-dependent and -independent regulation of the regulatory T cell transcriptional signature. Immunity.

[bib20] Hori S, Haury M, Coutinho A, Demengeot J (2002). Specificity requirements for selection and effector functions of CD25+4+ regulatory T cells in anti-myelin basic protein T cell receptor transgenic mice. PNAS.

[bib21] Hui Z, Zhou L, Xue Z, Zhou L, Luo Y, Lin F, Liu X, Hong S, Li W, Wang D, Lu L, Wang J, Wang L (2018). Cxxc finger protein 1 positively regulates gm-csf-derived macrophage phagocytosis through csf2rα-mediated signaling. Frontiers in Immunology.

[bib22] Josefowicz SZ, Lu LF, Rudensky AY (2012). Regulatory T cells: mechanisms of differentiation and function. Annual Review of Immunology.

[bib23] Katoh H, Qin ZS, Liu R, Wang L, Li W, Li X, Wu L, Du Z, Lyons R, Liu C-G, Liu X, Dou Y, Zheng P, Liu Y (2011). FOXP3 orchestrates H4K16 acetylation and H3K4 trimethylation for activation of multiple genes by recruiting MOF and causing displacement of PLU-1. Molecular Cell.

[bib24] Kim JM, Rasmussen JP, Rudensky AY (2007). Regulatory T cells prevent catastrophic autoimmunity throughout the lifespan of mice. Nature Immunology.

[bib25] Konopacki C, Pritykin Y, Rubtsov Y, Leslie CS, Rudensky AY (2019). Transcription factor Foxp1 regulates Foxp3 chromatin binding and coordinates regulatory T cell function. Nature Immunology.

[bib26] Lee JH, Skalnik DG (2005). CpG-binding protein (CXXC finger protein 1) is a component of the mammalian Set1 histone H3-Lys4 methyltransferase complex, the analogue of the yeast Set1/COMPASS complex. The Journal of Biological Chemistry.

[bib27] Lin F, Meng X, Guo Y, Cao W, Liu W, Xia Q, Hui Z, Chen J, Hong S, Zhang X, Wu C, Wang D, Wang J, Lu L, Qian W, Wei L, Wang L (2019). Epigenetic initiation of the T_H_17 differentiation program is promoted by Cxxc finger protein 1. Science Advances.

[bib28] Littman DR, Rudensky AY (2010). Th17 and regulatory T cells in mediating and restraining inflammation. Cell.

[bib29] Liu X, Wang C, Liu W, Li J, Li C, Kou X, Chen J, Zhao Y, Gao H, Wang H, Zhang Y, Gao Y, Gao S (2016). Distinct features of H3K4me3 and H3K27me3 chromatin domains in pre-implantation embryos. Nature.

[bib30] Marson A, Kretschmer K, Frampton GM, Jacobsen ES, Polansky JK, MacIsaac KD, Levine SS, Fraenkel E, von Boehmer H, Young RA (2007). Foxp3 occupancy and regulation of key target genes during T-cell stimulation. Nature.

[bib31] Morikawa H, Ohkura N, Vandenbon A, Itoh M, Nagao-Sato S, Kawaji H, Lassmann T, Carninci P, Hayashizaki Y, Forrest ARR, Standley DM, Date H, Sakaguchi S, FANTOM Consortium (2014). Differential roles of epigenetic changes and Foxp3 expression in regulatory T cell-specific transcriptional regulation. PNAS.

[bib32] Oh H, Grinberg-Bleyer Y, Liao W, Maloney D, Wang P, Wu Z, Wang J, Bhatt DM, Heise N, Schmid RM, Hayden MS, Klein U, Rabadan R, Ghosh S (2017). An NF-κB transcription-factor-dependent lineage-specific transcriptional program promotes regulatory t cell identity and function. Immunity.

[bib33] Ohkura N, Hamaguchi M, Morikawa H, Sugimura K, Tanaka A, Ito Y, Osaki M, Tanaka Y, Yamashita R, Nakano N, Huehn J, Fehling HJ, Sparwasser T, Nakai K, Sakaguchi S (2012). T cell receptor stimulation-induced epigenetic changes and Foxp3 expression are independent and complementary events required for Treg cell development. Immunity.

[bib34] Ohkura N, Sakaguchi S (2020). Transcriptional and epigenetic basis of Treg cell development and function: its genetic anomalies or variations in autoimmune diseases. Cell Research.

[bib35] Ono M, Yaguchi H, Ohkura N, Kitabayashi I, Nagamura Y, Nomura T, Miyachi Y, Tsukada T, Sakaguchi S (2007). Foxp3 controls regulatory T-cell function by interacting with AML1/Runx1. Nature.

[bib36] Pan F, Yu H, Dang EV, Barbi J, Pan X, Grosso JF, Jinasena D, Sharma SM, McCadden EM, Getnet D, Drake CG, Liu JO, Ostrowski MC, Pardoll DM (2009). Eos mediates Foxp3-dependent gene silencing in CD4+ regulatory T cells. Science.

[bib37] Placek K, Hu G, Cui K, Zhang D, Ding Y, Lee J-E, Jang Y, Wang C, Konkel JE, Song J, Liu C, Ge K, Chen W, Zhao K (2017). MLL4 prepares the enhancer landscape for Foxp3 induction via chromatin looping. Nature Immunology.

[bib38] Rubtsov YP, Rasmussen JP, Chi EY, Fontenot J, Castelli L, Ye X, Treuting P, Siewe L, Roers A, Henderson WR, Muller W, Rudensky AY (2008). Regulatory T cell-derived interleukin-10 limits inflammation at environmental interfaces. Immunity.

[bib39] Ruthenburg AJ, Allis CD, Wysocka J (2007). Methylation of lysine 4 on histone H3: intricacy of writing and reading a single epigenetic mark. Molecular Cell.

[bib40] Sakaguchi S, Yamaguchi T, Nomura T, Ono M (2008). Regulatory T cells and immune tolerance. Cell.

[bib41] Sakaguchi S, Vignali DAA, Rudensky AY, Niec RE, Waldmann H (2013). The plasticity and stability of regulatory T cells. Nature Reviews. Immunology.

[bib42] Shen X, Gao X, Luo Y, Xu Q, Fan Y, Hong S, Huang Z, Liu X, Wang Q, Chen Z, Wang D, Lu L, Wu C, Liang H, Wang L (2023). Cxxc finger protein 1 maintains homeostasis and function of intestinal group 3 innate lymphoid cells with aging. Nature Aging.

[bib43] Shen L (2025). Software Heritage.

[bib44] Shevyrev D, Tereshchenko V (2019). Treg heterogeneity, function, and homeostasis. Frontiers in Immunology.

[bib45] Shilatifard A (2012). The COMPASS family of histone H3K4 methylases: mechanisms of regulation in development and disease pathogenesis. Annual Review of Biochemistry.

[bib46] Singer BD, King LS, D’Alessio FR (2014). Regulatory T cells as immunotherapy. Frontiers in Immunology.

[bib47] Street K, Risso D, Fletcher RB, Das D, Ngai J, Yosef N, Purdom E, Dudoit S (2018). Slingshot: cell lineage and pseudotime inference for single-cell transcriptomics. BMC Genomics.

[bib48] Sze CC, Ozark PA, Cao K, Ugarenko M, Das S, Wang L, Marshall SA, Rendleman EJ, Ryan CA, Zha D, Douillet D, Chen FX, Shilatifard A (2020). Coordinated regulation of cellular identity–associated H3K4me3 breadth by the COMPASS family. Science Advances.

[bib49] Takahashi YH, Westfield GH, Oleskie AN, Trievel RC, Shilatifard A, Skiniotis G (2011). Structural analysis of the core COMPASS family of histone H3K4 methylases from yeast to human. PNAS.

[bib50] Tarbell KV, Yamazaki S, Olson K, Toy P, Steinman RM (2004). CD25+ CD4+ T cells, expanded with dendritic cells presenting a single autoantigenic peptide, suppress autoimmune diabetes. The Journal of Experimental Medicine.

[bib51] Tate CM, Lee JH, Skalnik DG (2010). CXXC finger protein 1 restricts the Setd1A histone H3K4 methyltransferase complex to euchromatin. The FEBS Journal.

[bib52] Thomson JP, Skene PJ, Selfridge J, Clouaire T, Guy J, Webb S, Kerr ARW, Deaton A, Andrews R, James KD, Turner DJ, Illingworth R, Bird A (2010). CpG islands influence chromatin structure via the CpG-binding protein Cfp1. Nature.

[bib53] Van Gool F, Nguyen MLT, Mumbach MR, Satpathy AT, Rosenthal WL, Giacometti S, Le DT, Liu W, Brusko TM, Anderson MS, Rudensky AY, Marson A, Chang HY, Bluestone JA (2019). A mutation in the transcription factor foxp3 drives t helper 2 effector function in regulatory t cells. Immunity.

[bib54] Wan YY, Flavell RA (2007). Regulatory T-cell functions are subverted and converted owing to attenuated Foxp3 expression. Nature.

[bib55] Wang L, Liu Y, Han R, Beier UH, Bhatti TR, Akimova T, Greene MI, Hiebert SW, Hancock WW (2015). FOXP3+ regulatory T cell development and function require histone/protein deacetylase 3. The Journal of Clinical Investigation.

[bib56] Wang T, Guo J, Liping L, lJin Q, Zhang F, Hou B, Zhang Y, Zhou X (2024). The histone lysine methyltransferase MLL1 regulates the activation and functional specialization of regulatory T cells. Cell Reports.

[bib57] Wei G, Wei L, Zhu J, Zang C, Hu-Li J, Yao Z, Cui K, Kanno Y, Roh T-Y, Watford WT, Schones DE, Peng W, Sun H-W, Paul WE, O’Shea JJ, Zhao K (2009). Global mapping of H3K4me3 and H3K27me3 reveals specificity and plasticity in lineage fate determination of differentiating CD4+ T cells. Immunity.

[bib58] Wong SHK, Goode DL, Iwasaki M, Wei MC, Kuo HP, Zhu L, Schneidawind D, Duque-Afonso J, Weng Z, Cleary ML (2015). The H3K4-methyl epigenome regulates leukemia stem cell oncogenic potential. Cancer Cell.

[bib59] Yang Y, Yang Y, Chan K, Couture JF (2021). Analyzing the impact of CFP1 mutational landscape on epigenetic signaling. FASEB Journal.

[bib60] Zacarías-Cabeza J, Belhocine M, Vanhille L, Cauchy P, Koch F, Pekowska A, Fenouil R, Bergon A, Gut M, Gut I, Eick D, Imbert J, Ferrier P, Andrau J-C, Spicuglia S (2015). Transcription-dependent generation of a specialized chromatin structure at the tcrβ locus. The Journal of Immunology.

[bib61] Zagorulya M, Yim L, Morgan DM, Edwards A, Torres-Mejia E, Momin N, McCreery CV, Zamora IL, Horton BL, Fox JG, Wittrup KD, Love JC, Spranger S (2023). Tissue-specific abundance of interferon-gamma drives regulatory T cells to restrain DC1-mediated priming of cytotoxic T cells against lung cancer. Immunity.

[bib62] Zeng H, Yang K, Cloer C, Neale G, Vogel P, Chi H (2013). mTORC1 couples immune signals and metabolic programming to establish T(reg)-cell function. Nature.

[bib63] Zhang R, Huynh A, Whitcher G, Chang J, Maltzman JS, Turka LA (2013). An obligate cell-intrinsic function for CD28 in Tregs. The Journal of Clinical Investigation.

[bib64] Zhang Z, Shi L, Dawany N, Kelsen J, Petri MA, Sullivan KE (2016a). H3K4 tri-methylation breadth at transcription start sites impacts the transcriptome of systemic lupus erythematosus. Clinical Epigenetics.

[bib65] Zhang B, Zheng H, Huang B, Li W, Xiang Y, Peng X, Ming J, Wu X, Zhang Y, Xu Q, Liu W, Kou X, Zhao Y, He W, Li C, Chen B, Li Y, Wang Q, Ma J, Yin Q, Kee K, Meng A, Gao S, Xu F, Na J, Xie W (2016b). Allelic reprogramming of the histone modification H3K4me3 in early mammalian development. Nature.

[bib66] Zheng Y, Josefowicz SZ, Kas A, Chu TT, Gavin MA, Rudensky AY (2007). Genome-wide analysis of Foxp3 target genes in developing and mature regulatory T cells. Nature.

[bib67] Zhou L, Wang S, Hu W, Liu X, Xu L, Tong B, Zhang T, Xue Z, Guo Y, Zhao J, Lu L, Fan H, Qian W, Chen J, Chen W, Wang L (2023). T cell proliferation requires ribosomal maturation in nucleolar condensates dependent on DCAF13. The Journal of Cell Biology.

# Supplementary material for: CXXC-finger protein 1 associates with FOXP3 to stabilize homeostasis and suppressive functions of regulatory T cells
**Source:** eLife. 2025 Apr 4;13:RP103417. doi: 10.7554/eLife.103417
**Supplement:** Supplementary file 1.

**supplementary file 1a**

| Sample | Total reads | Mapping efficiency | Correlation |
| --- | --- | --- | --- |
| WT-IgG | 28,433,877 | 97.42% |  |
| WT-CXXC1-rep1 | 37,605,589 | 98.00% | 0.96 |
| WT-CXXC1-rep2 | 40,625,734 | 97.64% |  |
| WT-H3K4me1-rep1 | 28,324,337 | 98.61% | 0.99 |
| WT-H3K4me1-rep2 | 23,814,172 | 99.20% |  |
| cKO-H3K4me1-rep1 | 26,325,592 | 98.74% | 0.97 |
| cKO-H3K4me1-rep2 | 22,378,739 | 99.20% |  |
| WT-H3K4me3-rep1 | 14,464,350 | 97.01% | 0.92 |
| WT-H3K4me3-rep2 | 41,233,666 | 99.06% |  |
| cKO-H3K4me3-rep1 | 10,423,744 | 97.86% | 0.88 |
| cKO-H3K4me3-rep2 | 22,365,710 | 98.88% |  |

**supplementary file 1b**

| Sample | Total reads | Uniquely Mapping efficiency |
| --- | --- | --- |
| Het-WT-rep1 | 35,360,089 | 92.9% |
| Het-WT-rep2 | 28,485,684 | 92.8% |
| Het-KO-rep1 | 34,522,848 | 93.0% |
| Het-KO-rep2 | 35,132,742 | 92.9% |

**supplementary file 1c**

| Sample | Total reads | Mapping efficiency | CpG methylation level |
| --- | --- | --- | --- |
| WT -WGBS | 461,596,431 | 77.0% | 79.4% |
| cKO -WGBS | 459,215,408 | 72.8% | 80.3% |

# Supplementary material for: CXXC-finger protein 1 associates with FOXP3 to stabilize homeostasis and suppressive functions of regulatory T cells
**Source:** eLife. 2025 Apr 4;13:RP103417. doi: 10.7554/eLife.103417
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Information can be found in Material and Methods Section, under “Key resources table’’ |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Information can be found in Material and Methods Section, under “Key resources table’’ |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Information can be found in Material and Methods Section, under “Key resources table’’ |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Information can be found in Material and Methods Section, under “In vitro Treg suppression assay’’ |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Information can be found in Material and Methods Section, under “Mice’’ |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Information can be found in Figure Legends |  |
| Randomisation |  | N/A |
| Blinding | Information can be found in Material and Methods Section, under “CD4+T and YFP+ Treg cells adoptive transfer in Experimental autoimmune encephalomyelitis (EAE)’’ |  |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Information can be found in Figure Legends |  |
| Define whether data describe technical or biological replicates. | Information can be found in Figure Legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Information can be found in Material and Methods Section, under “Mice’’ |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Information can be found in Material and Methods Section, under “Statistical analysis’’ |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Information can be found in Data availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Information can be found in Data availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Information can be found in Data availability |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Information can be found in Data availability |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Information can be found in Data availability |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

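The data are a targeted single-cell RNA and TCR library of CD4+YFP+ T_reg_ cells from peripheral lymph nodes of 2 WT and 2 cKO samples of mice, told apart by sample tags. The deposited count values are UMIs per panel amplicon and cell, which the authors made with the BD Rhapsody Sequence Analysis Pipeline 2.0, and according to their methods the molecules carry a distribution-based error correction. The TCR counts of molecules, the CDR3 sequences and the V genes are those of the dominant chains per cell in the same deposited output, and the sample tags are calls of that pipeline. No normalization had been applied.

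Cells with a multiplet call or no determined tag were left out, which leaves 16592 of 18577. The samples hold 3733 and 4052 WT and 4274 and 4533 cKO cells. *Foxp3* and *Cxxc1* were not analysed here. Clustering used scanpy 1.11.5, igraph 0.11.9 and leidenalg 0.10.2 in Python 3.11.15: counts per cell scaled to 10000 and log-transformed, genes scaled with a limit of 10, 20 principal components, 20 neighbours and resolution 0.8, on 316 of 360 genes. The 44 marker genes of T_reg_ classes were left out. A cluster took the name of the class with at least 3 markers among its 10 leading genes, counted among genes with a UMI in at least 5.0% of the cluster's cells and ranked by the fold against other cells with a pseudocount of 1 per 10000 UMIs. This naming rule was set after the first clusters were seen.

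Expression was tested with edgeR 4.0.16 in R 4.3.3 on UMIs summed per sample, with TMM factors, filterByExpr at a minimum count of 10, robust quasi-likelihood fits and Benjamini-Hochberg adjustment at 0.05. The standard error is the absolute log2 fold change over the square root of F. Within clusters, the same test was run where every sample had at least 20 cells. Cluster sizes were tested with the same edgeR test on cell numbers with the total cells as library size. Total UMIs were 610169, 660704, 939994 and 976066 for WT replicates 1 and 2 and cKO replicates 1 and 2, and the TMM factors lay between 0.990 and 1.011. In a test on simulated data with 200 of 269 genes changed, 66.2%, 87.9% and 96.9% of genes changed by log2 0.5, 1 and 2 were found, and 6.76% of the unchanged genes were called; with 60 genes changed these were 70%, 85% and 100%, and 2.84%. Exact permutation p-values over the samples were given for TCR values. A clonotype was the CDR3 nucleotide sequence of both chains within a sample, and expanded with at least 2 cells. Equal cell numbers were drawn 100 times. Diffusion pseudotime used 10 diffusion components from the naive-like cluster and was not tested.

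The named genes are those the study names in its single-cell results and *Mki67*, the 12 largest changes in each direction among genes past the threshold whose samples separate, up to 4 members of each gene list with the largest change, and the 3 most abundant members of each list of another cell type. The rule was written before the data were examined. Some genes within this rule are not reported here. A gene outside it is said to be chosen after its values were seen. The 14 gene lists cover T_reg_ core, naive, TCR signal, Th1, Th2, Th17, follicular helper, cytotoxic, proliferation, MHC class II, interferon-stimulated, metabolism, chemokine receptor and apoptosis genes. The 14 marker lists cover naive, Klrg1+, Gzmb+, Nt5e+Pdcd1+, Tnfrsf9+, MHC class II+, proliferating, interferon-stimulated, B cell, plasma cell, myeloid or dendritic, CD8 T, NK and gamma-delta T cells.

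Alternatives for expression were DESeq2 1.42.0, no TMM factors, no filter, the replicate number as a block, each sample left out, the lowest 5.0% and highest 1% of cells by UMIs left out, Scrublet doublets, clusters of another type and MHC class II+-like cells left out, and up to 200 cells drawn per cluster and sample. Where a sample had fewer, that number was drawn from every sample, and clusters with under 20 were skipped. Alternatives for clusters were all panel genes, resolutions 0.4 and 1.2 and 10 components, and for clonotypes other chains, V genes, pooling over a genotype and at least 2 molecules per chain. Added after the data were seen were a correction per sample by the steps of Harmony (100 soft clusters, sigma 0.1, theta 2, lambda 1, 10 rounds), since the package was not available, cells thinned to 80 UMIs with shallower cells left out, multiplets kept, the 5.0% highest Scrublet scores left out, clonotypes of several samples left out, equal cell numbers, and clusters without the genes that differ most.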

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

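The tests on free RNA, on B cell immunoglobulin genes, on *Trbc1* and *Trbc2*, on UMIs per cell as a reason for fewer beta chains, on the level of the *Cd3* genes, on neighbours after the correction per sample, on cells left out by the thinning, on a B cell cluster among thinned cells, and on the pair of clusters for the interaction were chosen after the result was seen.

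Cells with at least 3 MHC class II UMIs made up 18.2% of cKO cells and 1.27% of WT cells, a signal in genes of which the paper discusses only *H2-Eb1*. Free RNA of the pooled run is argued against, since with cells thinned to 80 UMIs the share in WT was 6.93% of that in cKO. Cells with fewer UMIs were left out, 1178 in WT and 416 in cKO. Doublets with myeloid or dendritic cells are argued against as well, since 0.125% of these cKO cells had a UMI of *Lyz2*, *Fcer1g*, *Itgax* or *Cd14*. B cells or their RNA stay open, although the sort for CD4+YFP+ cells would remove B cells. Of *Ighm*, *Ighd* and *Igkc*, 3 of 3 were lower in cKO, but without WT replicate 1 or without WT replicate 2 only *Igkc* passed (−1.07 and −1.04). *Ighg3* was higher, with 359 and 315 UMIs in the cKO samples against 84 and 86 of *Igkc*, and 83.8% of these cKO cells had a UMI of *Ighm*, *Igkc* or *Ighd*, against 70.1% of the other cKO cells. Among thinned cells, a cluster that matched the B cell markers made up 1.64% of WT and 0.478% of cKO cells. Doublets with B cells that formed after tagging are argued against as the whole cause, since 1604 cKO cells carried this signal. At the rate of mixed tags, 652 doublets within a sample were expected among all 16592 cells, a comparison made after the result was seen. Cells joined before tagging would carry a single tag and are not in this rate, so it cannot decide on them. As part of the cause doublets with B cells stay open, because 24.8% of these cells had a UMI of *Cd79a*, *Cd79b* or *Ms4a1*. This is too close to the limit of 25% set for the test, and 17.7% of the other cKO cells had such a UMI. These shares and those for *Ighm*, *Igkc* or *Ighd* are at full depth. The median was 265 UMIs in these cKO cells and 192 in the other cKO cells, so depth may account for part of both differences. A response of cKO T_reg_ cells to the inflammation in these mice stays open and untested.

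The 2 genotypes lay in different clusters: 82.4% of a cell's nearest neighbours had its own genotype, against 50.2% by chance, and the paper does not report this measure. After the correction per sample, which acts on differences between genotypes by its construction, it was 54.3%. Deeper cKO cells are argued against as the whole cause, since after thinning to equal UMIs the cluster that holds most naive-like cells still had a log2 ratio of −1.59 between cKO and WT. The thinning left out 1594 cells with under 80 UMIs, among them 36.8% of the naive-like cells of WT and 37.6% of those of cKO. Without these cells and before thinning, the log2 ratio of naive-like cells was −2.04, against −1.85 with them. A few genes of very large difference are argued against too, since without every gene whose log2 ratio exceeds 1 the share was still 23.3 percentage points above chance. Replicates of a genotype mixed, with 50.7% own-replicate neighbours in WT and 51.7% in cKO. Whether the loss of CXXC1 acts within the cells or through the inflamed state of the mice was not tested here and stays open. The paper addresses it in het-KO females without overt autoimmunity. There it reports lower CD25, CTLA4, ICOS and GITR protein, and lower RNA of genes such as *Il10*, *Nt5e*, *Itgae*, *Tigit*, *Lag3* and *Icos*. Of these genes, *Il2ra* (1.35), *Ctla4* (0.66), *Itgae* (1.97) and *Lag3* (0.20) were higher here. *Nt5e* (−1.63) and *Tigit* (−0.34) were lower, and *Il10*, *Icos* and *Tnfrsf18* did not pass.

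A TCR beta chain was read in 86.0% of WT and 58.0% of cKO cells, a difference of −28.1 percentage points in chain calls that the paper does not compare. Fewer UMIs per cell are argued against, since the lowest cKO median lay 60 UMIs above the highest WT median. Another mix of clusters is argued against by a difference of −21.2 percentage points within naive-like cells, and cells other than T cells by the level of *Cd3d*, *Cd3e*, *Cd3g* and *Cd247* together, which in cKO cells without a beta chain was 96.3% and 99.5% of that in cells with one. A UMI of these genes was found in 96.9% of cKO cells without a beta chain, a share that decides nothing, since its background level was not measured. Less TCR beta mRNA may account for it, as the constant region genes *Trbc2* and *Trbc1*, chosen after their values were seen, had log2 fold changes of −1.72 and −1.75. Why this mRNA is lower in cKO cells was not tested.

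A test of the difference itself (an interaction in edgeR) found 32 of 241 genes whose change between cKO and WT was not the same in proliferating-like and naive-like cells, with *Itga4* differing by −2.28 and *Nt5e* by −1.60 on the log2 scale. In genes the paper does not discuss, the B cell genes *Cd22* (log2 fold change 1.97, chosen after its values were seen), *Cd79b* (1.05) and *Ighg3* (3.56) were higher in cKO. The IL-12 receptor gene *Il12rb2*, also outside the paper's genes, was higher by a log2 fold change of 5.41. Cluster 6, which matched none of the marker lists, had a log2 ratio of 3.67 between cKO and WT.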

How the results depend on the processing

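The batch correction per sample, the thinning, the multiplets kept, the highest Scrublet scores left out, the crossed block, equal cell numbers for clonotypes, expanded clonotypes only, clusters without the genes that differ most, and the samples left out within clusters were chosen after the data were seen. Of 80 named genes past the threshold, 49 kept call and sign in every alternative, and 82 of 91 named genes kept their sign. Of 1344 values of named genes under alternatives, 1225 kept sign and side of the threshold, 96 lost the call, 8 gained it and 15 reversed. Among these alternatives, leaving out Scrublet doublets and clusters of another type removed 6 and 0 cells, so the kept values include ones that could hardly change. Causes were not tested unless stated.

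Over all cells, equal numbers of cells per cluster and sample gave 55 genes higher, with fewer cells counted. DESeq2 gave 77 and 72 genes higher and lower, no TMM factors 85 and 85 and no filter 88 and 86. Leaving out 1 sample gave 56 to 84 genes lower, with the lone sample assumed to vary like the other group. With MHC class II+-like cells left out, *Cd8b1* (0.14), *Tnfrsf18* (0.12), *Icos* (0.091) and *Tigit* (0.014) reversed. With equal cells *Lap3* (−0.12), *Myc* (−0.049), *Cd72* (0.091), *Cd8b1* (0.32), *Cd3g* (0.10) and *Cd247* (0.080) reversed. *Cd8b1* also reversed without the lowest and highest UMI cells (0.0097) and with DESeq2 (0.018). Leaving out 1 sample moved *Cd8b1* from −0.12 to 0.079 and *Tnfrsf18* from −0.21 to 0.055.

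The replicate number as a block called 88 genes higher and 86 lower, but the samples share only a number, and the deviations of replicates of WT and cKO had a correlation of −0.192 over 278 genes. Crossing the numbers of cKO gave 87 and 88.

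Within clusters from all panel genes, Nt5e+Pdcd1+-like cells had 14 genes higher and Gzmb+-like cells 3 higher and 5 lower, and after the batch correction Gzmb+-like cells had 42 higher. Without TMM factors MHC class II+-like cells had 16 higher. Leaving out 1 sample gave 21 to 35 genes higher in naive-like cells, 11 to 31 higher and 14 to 32 lower in Nt5e+Pdcd1+-like cells, and 14 to 30 higher and 14 to 19 lower in MHC class II+-like cells; of the last, the main count was 25 lower. In Gzmb+-like cells it gave 0 to 38 higher and 0 to 39 lower by edgeR, the 0 without cKO replicate 1, where 26 and 20 passed unadjusted.

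For cluster sizes, the log2 ratio of Gzmb+-like cells was −0.15 after the batch correction, and with all panel genes and the correction it was 0.26 for Klrg1+-like and 0.10 for Nt5e+Pdcd1+-like cells. The correction acts on differences between genotypes by its construction. For proliferating-like cells it was −1.04 at resolution 1.2, −0.36 with 10 principal components, −0.57 with all panel genes, −0.26 after thinning and −2.24 with multiplets kept. Leaving out 1 sample moved cluster 7 from −1.28 to −0.35, past the threshold only without cKO replicate 2. Naive-like and Nt5e+Pdcd1+-like clusters got no name after thinning, Gzmb+-like and MHC class II+-like clusters none at resolution 0.4, MHC class II+-like, Nt5e+Pdcd1+-like and Klrg1+-like none after the correction, and naive-like and Gzmb+-like none with all panel genes and the correction, so these give no value. After thinning the name Klrg1+-like went to a cluster with 38.9% of WT and 4.23% of cKO cells, so it need not be the main Klrg1+-like cluster. Scrublet and clusters of another type removed 6 and 0 cells, so they show nothing.

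For expanded cells, in percentage points cKO minus WT, any chain gave −2.67 for the overall share. Classes from all panel genes gave −4.05 for naive-like, 36.6 for Gzmb+-like, 9.94 for MHC class II+-like, −3.23 (reversed) for proliferating-like and −22.9 for Klrg1+-like cells. After the batch correction they were −1.37 for naive-like, −4.43 (reversed) for Gzmb+-like and 4.19 for proliferating-like cells, and with all panel genes too −3.53 for Nt5e+Pdcd1+-like, 8.27 for MHC class II+-like, 1.68 for proliferating-like and −5.17 for Klrg1+-like cells. For Klrg1+-like cells the beta chain alone gave −9.33 and any chain −9.65. The sharing of expanded clonotypes only differed by −0.0946, and by 0.00223 with classes from all panel genes. After the batch correction it differed by −0.0801, and with all panel genes too by −0.134. Any chain gave a difference of 68.3 for clonotypes and 296.0 for the inverse Simpson index, and at least 2 molecules per chain 56.0 for the latter. With 10 components the pseudotime difference was 0.135, with Gzmb+-like cells at place 7 and Klrg1+-like cells at place 6 over pooled cells, while within WT and cKO Gzmb+-like cells kept places 5 and 6.

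In the test on simulated changes with these samples, 66.2% of genes changed by a log2 of 0.5 were found, and 87.9% of those changed by 1.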

Differences from the paper's values

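For the cluster sizes in Fig. 5B, the paper's log2 ratios of cKO over WT were read by eye, over 18577 cells in the paper and 16592 cells with a single tag here. For naive cells the paper's value is about −1.1 in Fig. 5B and the value here is −1.85. Klrg1+ cells stand at about −1.1 in the paper's figure (Fig. 5B) and at −3.10 here, Nt5e+ cells at about −0.15 and −3.60, and Mki67+ cells, the proliferating-like cluster, at about 0 and 0.80. The share of cells with a UMI of *Mki67* itself went the other way, from 9.90% in WT to 7.72% in cKO. With cells thinned to 80 UMIs it was 6.16% and 3.86%. Gzmb+ cells stand at about 1.0 in the paper's figure (Fig. 5B) and at 2.87 here, and H2-Eb1+ cells, the MHC class II+-like cluster, at about 3.3 and 3.92. Under none of the alternatives set before the data were examined did these 6 values come within 1 standard error of the paper's, and the nearest for Mki67+ cells was −0.36 (standard error 0.195) with 10 principal components, which did not pass the test. A thinning to 80 UMIs of the 14998 cells with at least that many, chosen after the values were seen, gave 3.18 for MHC class II+-like cells, but no cluster took the name naive-like or Nt5e+Pdcd1+-like. The cluster named Klrg1+-like after thinning held 38.9% of WT and 4.23% of cKO cells, against 4.02% and 0.470% in the main clusters. Its size is near that of the main Nt5e+Pdcd1+-like cluster (38.1% and 3.13%), and whether it holds those cells was not tested. A batch correction per sample with all panel genes, also chosen after the values were seen, gave 0.10 for Nt5e+Pdcd1+-like, 0.26 for Klrg1+-like and 2.36 for MHC class II+-like cells, and left the naive-like and Gzmb+-like clusters without a name. The paper's methods used all targeted genes and Harmony. The clusters were rebuilt and renamed here, so they need not hold the cells of the paper's clusters. In the main clusters the direction is the same as the paper's for the naive, Gzmb+ and H2-Eb1+ subsets. The correction per sample on the genes of the main clusters, also chosen after the values were seen, gave −0.79 for naive-like cells. For Gzmb+-like cells it gave −0.15, opposite in sign to the paper's value and not past the threshold.

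For the TCR sharing of WT cells, the paper's overlap of Gzmb+ and Nt5e+ cells is about 0.052 in Fig. 5E, read by eye, and the value here is 0.141 (18 of 128 clonotypes). Of the alternatives set before the data were examined, its 95% exact interval held the paper's value with classes from all panel genes (0.0946, interval 0.0389 to 0.185) and without WT replicate 2 (0.116, interval 0.0514 to 0.216), and with no other. The paper's overlap of Gzmb+ and H2-Eb1+ cells in WT is about 0 in Fig. 5E and the value here is 0.0263 (3 of 114), whose interval held it without WT replicate 2 (0 of 48) and under no other alternative set before the data were examined. The scale of Fig. 5E was met by all clonotypes, while its legend names expanded ones, whose mean overlap here was 0.384 in WT and 0.289 in cKO (0.315 and 0.317 with classes from all panel genes, 0.303 and 0.289 with the beta chain alone).

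The paper counts its 18577 cells after removal of doublets, and the same number here includes 1985 barcodes called as multiplets or with no determined tag. It reports *Il10* as lower in cKO, and here *Il10* did not pass over all cells (−0.49). It passed without cKO replicate 2 (−0.94), with the replicate numbers of cKO crossed as a block (−0.53, chosen after the values were seen), and within Gzmb+-like (−1.71) and MHC class II+-like cells (−2.05), in neither of these clusters without cKO replicate 1 (−1.45 and −1.48) or without cKO replicate 2 (−1.86 and −2.89). With clusters after the correction per sample, chosen after the values were seen, it passed in Gzmb+-like cells (−1.52) and in cluster 2 of that clustering (−0.67). Of the other genes it names as lower, *Nt5e*, *Pdcd1*, *Klrg1* and *Tcf7* were lower here. It reports *Cd69* as higher in cKO, and here *Cd69* RNA did not pass (0.11), except in cluster 2 after the correction per sample (0.36, chosen after the values were seen). The paper's evidence includes CD69 protein by flow cytometry (Fig. 5G), which RNA counts cannot test. *Gzmb* and *Il2ra* were higher, *Gzmb* not past the threshold without cKO replicate 1 (1.91) or cKO replicate 2 (1.41).

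From lower TCR sharing in cKO the paper proposes that a less diverse TCR repertoire may weaken suppression. Its text gives no number of different clonotypes, while its Fig. 5D shows clonotype richness across clusters. Here TCR sharing over all clonotypes was lower, as the paper reports. For expanded clonotypes it was lower too (0.289 against 0.384), but not with classes from all panel genes (0.317 against 0.315). With the correction per sample it was lower (0.230 against 0.310), and also with all panel genes and the correction (0.173 against 0.307). Both corrected settings were chosen after the values were seen. The number of different clonotypes at equal cell numbers was higher in both cKO samples (1771 against 1729), while with the beta chain alone the samples did not separate (2347 against 2308). The paper places the Gzmb+ and H2-Eb1+ subsets at the end of pseudotime, and here they came at places 5 and 4 of 9 (5 and 3 in WT alone, 6 and 4 in cKO alone), with proliferating-like cells last. The paper used Slingshot on its own embedding, and here diffusion pseudotime was used.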

Other observations

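Several receptor genes of T_reg_ cells are given here that were chosen after their values were seen. The CTLA-4 gene *Ctla4* had a log2 fold change of 0.66 and the CD39 gene *Entpd1* 1.21 in cKO over WT, while *Tigit* had −0.34, not passing without WT replicate 1 (−0.28) or WT replicate 2 (−0.39). *Icos* had −0.13 and the GITR gene *Tnfrsf18* −0.06, which passed without cKO replicate 2 (−0.21). Of the TCR complex and coreceptor genes, chosen in the same way, *Trac* fell by 0.89, *Cd3d* by 1.04, *Cd4* by 0.75 and *Cd3e* by 0.26, and *Cd3g* and *Cd247* had −0.13 and −0.10 without passing the edgeR test. *Cd3e* did not pass without WT replicate 1 or WT replicate 2 (−0.25 in each), and *Cd3g* passed without cKO replicate 1 (−0.21).

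Among markers of the T_reg_ classes, 2 of 6 naive genes tested were higher in cKO and 2 lower, 5 of 6 Klrg1+ genes were lower, and 5 of 8 Gzmb+ genes were higher and 1 lower. Of 6 Nt5e+Pdcd1+ markers 1 was higher and 5 lower, of 6 Tnfrsf9+ markers 1 was higher and 1 lower, and all 6 MHC class II+ markers were higher. Of 6 proliferating markers 4 were lower and 2 did not pass, and of 2 interferon-stimulated genes *Irf7* was lower (−0.73) and 1 did not pass. *Irf7* did not pass without WT replicate 1 (−0.64) or WT replicate 2 (−0.80) and had −0.49 without cKO replicate 1. Among markers of other cell types, the myeloid gene *S100a8* was higher, with 3 UMIs in WT and 25 in cKO (ratio 5.53, 95% exact interval 1.69 to 28.6, for counting error only), and *Itgam* lower (−1.19). *Itgam* passed in none of the 4 tests without 1 sample (−0.97 to −1.37), and *S100a8* did not pass without WT replicate 1 (3.01) or WT replicate 2 (1.94) and had too few counts to be tested without either cKO replicate. The CD8 T cell gene *Cd8b1* did not pass (−0.03), and the gamma-delta T cell gene *Trdc* was lower (−1.06), but not past the threshold without WT replicate 1 (−1.36) or WT replicate 2 (−0.66). Each of these list counts was the same when adjusted over the list alone.

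Within clusters, edgeR called 60 genes higher and 65 lower in cKO among 237 tested in proliferating-like cells, 32 and 29 among 195 in naive-like cells, and 25 and 37 among 226 in Gzmb+-like cells. In MHC class II+-like cells it called 25 and 25 of 230, in Nt5e+Pdcd1+-like cells 25 and 27 of 229, in cluster 6 34 and 29 of 223 (27 and 35 without TMM factors) and in cluster 7 4 and 7 of 163. Several counts changed when 1 sample was left out, as follows. Without cKO replicate 1 edgeR called 0 and 0 in Gzmb+-like cells (26 and 20 unadjusted) and 11 and 15 in cluster 7, and without cKO replicate 2 it called 2 and 7 in Gzmb+-like and 11 and 14 in Nt5e+Pdcd1+-like cells. In MHC class II+-like cells it called 14 and 19 without WT replicate 2 and 20 and 14 without cKO replicate 1, and in naive-like cells 21 and 21 without WT replicate 1. In cluster 6 edgeR called 0 and 1 without WT replicate 1 (38 and 31 unadjusted), 1 and 5 without WT replicate 2, 9 and 10 without cKO replicate 1 and 0 and 0 without cKO replicate 2 (17 and 21 unadjusted). In cluster 7 it called 0 and 0 without WT replicate 1 (8 and 9 unadjusted) and without WT replicate 2 (11 and 15 unadjusted). In proliferating-like cells *Mki67* had a log2 fold change of −1.55.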
